# Cell cycle-linked vacuolar pH dynamics regulate amino acid homeostasis and cell growth

**DOI:** 10.1038/s42255-023-00872-1

**Published:** 2023-08-28

**Authors:** Voytek Okreglak, Rachel Ling, Maria Ingaramo, Nathaniel H. Thayer, Alfred Millett-Sikking, Daniel E. Gottschling

**Keywords:** Lysosomes, Mitochondria, Homeostasis, TOR signalling, Metabolism

## Abstract

Amino acid homeostasis is critical for many cellular processes. It is well established that amino acids are compartmentalized using pH gradients generated between organelles and the cytoplasm; however, the dynamics of this partitioning has not been explored. Here we develop a highly sensitive pH reporter and find that the major amino acid storage compartment in *Saccharomyces* *cerevisiae*, the lysosome-like vacuole, alkalinizes before cell division and re-acidifies as cells divide. The vacuolar pH dynamics require the uptake of extracellular amino acids and activity of TORC1, the v-ATPase and the cycling of the vacuolar specific lipid phosphatidylinositol 3,5-bisphosphate, which is regulated by the cyclin-dependent kinase Pho85 (CDK5 in mammals). Vacuolar pH regulation enables amino acid sequestration and mobilization from the organelle, which is important for mitochondrial function, ribosome homeostasis and cell size control. Collectively, our data provide a new paradigm for the use of dynamic pH-dependent amino acid compartmentalization during cell growth/division.

## Abstract (web summary)

In this study, Okreglak et al. identify dynamic regulation of pH in the lysosome-like vacuole of growing *S.* *cerevisiae* cells and link pH dynamics in this subcellular compartment to amino acid release into the cytoplasm to meet metabolic demands during cell cycle progression.

## Main

The yeast lysosome-like vacuole is the major degradative organelle and a storage site for metabolites, amino acids and ions essential for cellular fitness during times of nutrient excess and scarcity^1^. Macromolecular degradation and metabolite storage in the lysosome/vacuole requires the maintenance of an acidic lumen relative to the cytosol, which is largely achieved by the highly conserved, ATP-dependent, proton-pumping vacuolar ATPase (v-ATPase)^1^. Regulation of v-ATPase activity functionalizes the vacuole to make proliferative decisions for the cell. Through a reciprocal relationship with the master growth regulator TORC1, the vacuole integrates diverse metabolic cues such as glycolytic flux and nitrogen availability to enact anabolic or catabolic cellular pathways^2^. Thus, regulation of the v-ATPase, vacuolar pH and TORC1 signaling are functionally intertwined to read out various aspects of cellular metabolism to make grow/no-grow decisions.

An important function of the vacuole in regulating cellular proliferative decisions comes about by its ability to store amino acids. Notably, the degree of vacuolar amino acid compartmentalization is very specific to particular classes of amino acids. In yeast, approximately 90% of intracellular basic amino acids and 10% of acidic amino acids are stored in the vacuole, whereas all other classes of amino acids are only moderately enriched^3^.

The functional importance of discrete amino acid compartmentalization during cell growth in nutrient-replete conditions is not well understood; however, one consequence of dysregulated compartmentalization has recently been shown. As yeast cells age, vacuolar pH increases and cytoplasmic cysteine levels increase, which impacts mitochondrial function by altering iron–sulfur cluster biogenesis and the organelle’s ability to carry out critical activities^4,5^. This insight into the importance of vacuolar pH-dependent cysteine compartmentalization on mitochondrial function highlights the interconnectivity of organellar homeostasis during aging but raises the question whether there is any role for the compartmentalization of different classes of amino acids in young exponentially growing cells.

While many details regarding the regulation of vacuolar acidity and metabolite storage have been discovered under conditions of cell stressors such as starvation, osmotic shock or aging, the dynamics of vacuolar pH homeostasis under constant growth conditions has not been explored due to a paucity of molecular tools. Specifically, it has not been possible to observe vacuolar pH dynamics in single yeast cells over long periods of time with high temporal resolution and sensitivity.

Here, we explored the interconnectivity of vacuolar pH regulation, cellular amino acid homeostasis and the cell cycle in yeast. We developed a new fluorescent reporter optimized for the lower pH of the vacuole lumen and used it to discover a previously unappreciated cell cycle-linked regulation of vacuolar pH in cells growing in the presence of particular amino acids. We identified several highly conserved molecular pathways regulating these dynamics and provide evidence for the cycling of the vacuolar lipid phosphatidylinositol 3,5-bisphosphate (PtdIns(3,5)P_2_), known to be important in coordinating the activity of TORC1 and the v-ATPase. Furthermore, we showed that these pH changes are controlling amino acid accumulation in and release from, the vacuole. Blocking dynamic vacuolar pH alkalinization in nutrient-replete conditions leads to an upregulation of cytoplasmic arginine biosynthetic genes and the concordant downregulation of mitochondrial oxidative phosphorylation and ribosome genes. Phenotypically, these lead to the dysregulated coordination of the size at which daughter cells are produced and the time they spend in G_1_ before committing to a new round of DNA synthesis.

These data provide evidence for a previously unanticipated cell-cycle-linked homeostatic control of cytoplasmic amino acid levels and present a new model for the regulation of vacuolar pH and amino acid compartmentalization during cell growth.

## Results

### Vacuolar pH is oscillatory in single cells over time

The lack of robust tools to monitor pH changes in acidic organelles prompted us to create a new reporter. For this, we mutated the pH-sensitive fluorescent protein, super-ecliptic pHluorin (SEP)^6^, shifting its fluorescence pKa to be more sensitive to changes in acidic environments. We introduced mutations A227D/D147S based on their effect on the pH dependence of the fluorescent domain of ArcLight^7^ and named the resulting fluorophore, v-SEP (Fig. 1a). To create a ratiometric vacuolar-localized reporter, v-SEP was fused to the pH-insensitive red fluorophore mCherry and directed to the lumen of the vacuole using the first 50 amino acids of the vacuolar hydrolase carboxypeptidase Y (CPY) (Fig. 1b).

**Fig. 1:**
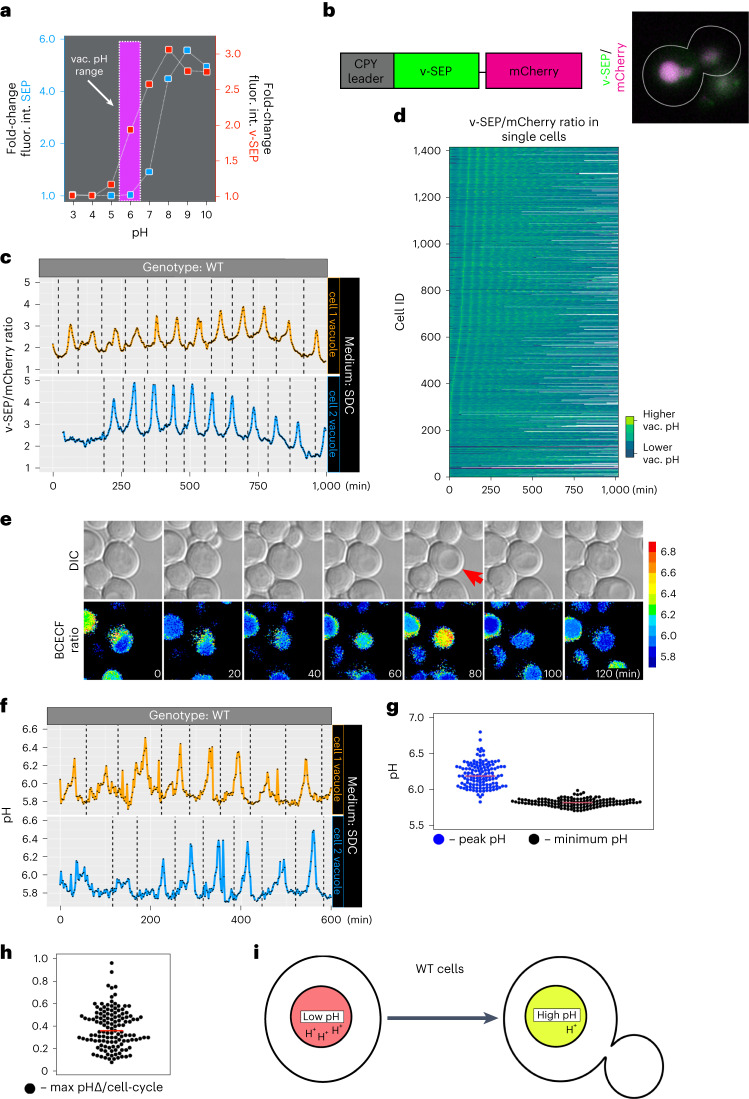
Vacuolar pH is dynamic and oscillates during cell growth. **a**, Fluorescence intensity fold-change of SEP (blue squares) and v-SEP (red squares) from cells permeabilized in situ with digitonin and exposed to solutions of different pH. Fluorescence was measured with a spectrophotometer. The expected vacuolar pH range is boxed in magenta. **b**, A schematic of the ratiometric pH-sensitive reporter composed of the acid sensitive v-SEP fluorophore and the acid insensitive mCherry fluorophore targeted to the vacuole by the N-terminal fusion of the first 50 amino acids of carboxypeptidase Y (CPY leader). The micrograph shows both fluorophores localized to the vacuole in a single cell. **c**, Time-series data show the ratio of vacuolar v-SEP intensity to mCherry intensity over time for two representative cells grown in medium containing glucose and amino acids (SDC) and imaged every 2 min for 1,000 min in microfluidics chambers (CellASIC). Dashed lines indicate the timing of bud emergence. **d**, The 1,417 single cell ratiometric fluorescence traces of v-SEP/mCherry in cells grown in custom-built microfluidics devices in the presence of SDC. Fluorescence data are aligned to the first peak of vacuolar pH alkalinization. **e**, Single frames of timelapse data show brightfield and the ratiometric signal of vacuolar accumulated BCECF. Absolute pH values are calculated from in situ generated standard curves. A red arrow highlights the peak of a vacuolar alkalinization event and the change in refractive index in the brightfield panel. **f**, Absolute pH changes calculated from ratiometric BCECF imaging plotted over time for two representative cells. **g**, Peak pH and minimum pH observed over 129 cell cycle events from 27 different cells. Average values are denoted by horizontal red bars. **h**, The difference between peak and minimum pH values within 129 discrete cell cycle events from 27 cells. Average value is denoted by a horizontal red bar. **i**, A schematic model shows vacuolar pH changes as wild-type (WT) cells progress through the cell cycle. In unbudded cells (left), vacuolar pH is more acidic and as cells grow (right), the organelle becomes less acidic. Source data

We used microfluidics devices to immobilize fully prototrophic cells and imaged v-SEP and mCherry every 2 min for 1,000 min (approximately ten cell divisions) during growth in a constant, defined extracellular environment (growth medium with essential nutrients, amino acids and glucose (SDC)).

Our analysis revealed a notable dynamic aspect of vacuolar pH regulation. We observed regular increases and decreases in the ratio of v-SEP to mCherry fluorescence (Fig. 1c and Supplementary Video 1) which, when correlated with the timing of bud emergence (Fig. 1c; dashed vertical lines), happened once per cell cycle late in mitosis. mCherry fluorescence was minimally changed over the imaging period (Extended Data Fig. 1a) and identical results were seen imaging v-SEP alone (Fig. 1 and Supplementary Video 2). To more precisely time the alkalinization and acidification events within the cell cycle, we labeled the plasma membrane with mRuby2 fused to the first 28 residues of the palmitoylated plasma membrane-associated phosphatase, Psr1 and imaged v-SEP and Psr1-mRuby2 in growing cells. Using Psr1-mRuby2 allowed us to precisely time new daughter initiation (Extended Data Fig. 1b; dashed green vertical lines) and cell separation (Extended Data Fig. 1b; dashed red vertical lines) relative to v-SEP intensity changes (Extended Data Fig. 1b; black line). We quantified the timing across 14 cell cycle events from bud emergence to peak vacuolar alkalinization (59.4 ± 4.6 min) and the timing from peak vacuolar alkalinization to cell separation (5.7 ± 1.4 min). To test whether cell cycle progression is important for oscillatory vacuolar pH dynamics, we arrested *MATa* cells in G_1_ with ɑ-factor^8^ and observed no oscillations after cell cycle arrest (Extended Data Fig. 1c; red dashed line shows cell separation, blue dashed line shows cell cycle arrest). This analysis shows that oscillatory vacuolar pH dynamics require cell cycle progression and that vacuolar alkalinization peaks just before cell separation in late anaphase/telophase.

To ascertain whether the microfluidics device impacted vacuolar pH dynamics, cells were grown in batch culture in SDC medium and allowed to settle directly on coverslips. v-SEP was imaged for ~400 min or approximately four cell divisions. We observed identical dynamics of the v-SEP reporter under these conditions (Extended Data Fig. 1d and Supplementary Video 3), suggesting that the microfluidics device did not cause the oscillatory behavior. We also determined whether cell crowding and local nutrient deprivation in the microfluidics device might influence vacuolar pH dynamics. To this end we used a custom-built microfluidics platform^9^ wherein single cells were trapped in individual cell catchers and daughter cells were washed away under constant medium flow. Ratiometric fluorescence data (v-SEP/mCherry) acquired over ~1,000 min was aligned to the first identified vacuolar alkalinization event in 1,417 single cells (Fig. 1d). We observed robust oscillations under this experimental regime reinforcing the conclusion that neither the microfluidics device nor cell crowding/nutrient deprivation are influencing vacuolar pH dynamics in our experiments.

We next examined vacuolar pH dynamics with two additional, independent approaches. First, we applied temporally resolved fluorescence lifetime imaging microscopy (FLIM) to measure the pH-dependent changes in the fluorescence lifetime of vacuole-targeted mScarlet (v-mScarlet). The fluorescence lifetime of mScarlet is sensitive to its local pH, but insensitive to local ion composition and fluorophore concentration^10^. Fluorescence lifetime changes showed very similar alkalinization and reacidification dynamics in the vacuole as was seen with the v-SEP reporter (Extended Data Fig. 1e and Supplementary Video 4).

Second, we used the vacuole-sequestered pH-sensitive, ratiometric dye, BCECF^4,5^. Cells were grown in SDC, treated with BCECF in the same medium and then imaged over time in the microfluidics device using pH-sensitive excitation, pH-insensitive excitation and brightfield (Fig. 1e and Supplementary Video 5). This analysis also revealed oscillatory pH dynamics (Fig. 1f). Using a calibration curve, we quantified the pH changes across 129 cell cycle events for 27 cells. The lowest pH across cell cycles was relatively constant, 5.82 (95% confidence interval (CI) 5.81–5.83) (Fig. 1g; black points), while the peak alkalinization events on average were more variable and averaged pH 6.20 (95% CI 6.18–6.23) (Fig. 1g; blue points). The average pH change per cell cycle was 0.38 pH units (95% CI, 0.36–0.41) (Fig. 1h).

Taken together, these data suggest that v-SEP accurately reports changes in vacuolar pH. Thus, vacuoles in cells growing in a constant defined growth environment containing glucose and amino acids, either in batch culture or in microfluidics devices, undergo regular oscillatory alkalinization and acidification events once per cell cycle (Fig. 1i).

### Quantitative analysis of vacuolar pH oscillations

Vacuole pH is responsive to changes in extracellular environment; therefore, to compare vacuolar pH oscillations in cell populations growing in different growth environments and from different genetic backgrounds, we quantified the period (the frequency of alkalinization) and the magnitude of vacuolar pH changes in individual cells progressing through repeated cell cycles. We applied automated feature segmentation and tracking to extract the temporally resolved fluorescence intensity changes of v-SEP in individual vacuoles as they transitioned through at least five cell divisions. The trajectories were Fourier transformed to obtain the power spectral density (PSD) of the time-series data from wild-type cells grown in SDC (Fig. 2a; top trace). In this situation, power is proportional to fluorescence intensity (oscillatory vacuolar pH amplitude) over a particular time domain. The frequency with the greatest power indicates the dominant pH oscillation frequency. We calculated the median of the amplitudes at the dominant frequency for ~300 cells growing in the microfluidics devices. These cells had a vacuolar pH amplitude of 9,900 arbitrary units (AU) (95% CI 9,100–11,000) and a median periodicity of 84.9 min (95% CI 84.1–85.9, Wilcoxon signed-rank test) (Fig. 2b; +AA +glucose). These data are consistent with oscillations occurring once every cell cycle under these growth conditions.

**Fig. 2:**
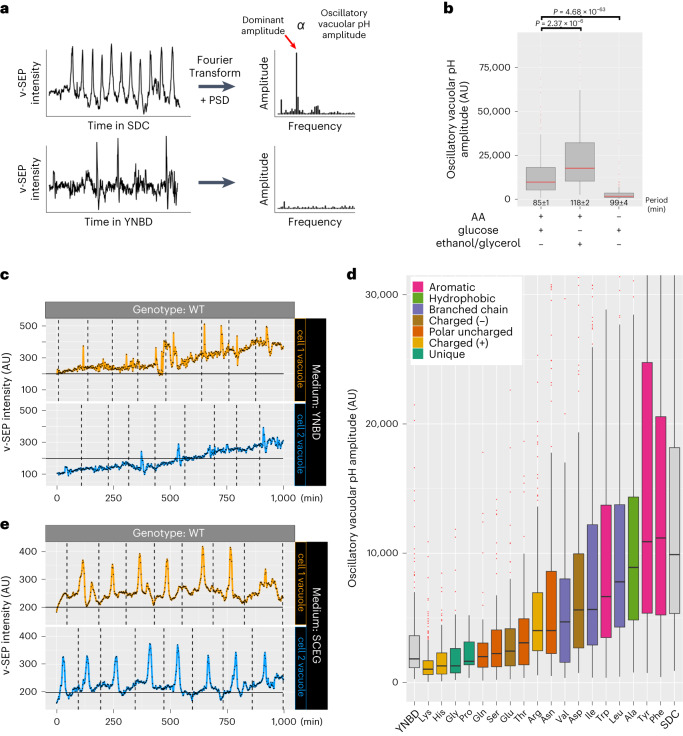
Vacuolar pH dynamics are sensitive to extracellular amino acids and alanine, branched-chain and aromatic amino acids are sufficient to induce oscillations. **a**, A schematic of the PSD pipeline to transform v-SEP intensity time-series data from cells grown in SDC (top) or YNBD (bottom) to amplitude versus frequency plots. Dominant amplitude is proportional to the magnitude of oscillatory pH changes over the imaging period (oscillatory vacuolar pH amplitude). **b**, Oscillatory vacuolar pH amplitude was obtained using the PSD pipeline for 339 cells grown in SDC (+amino acids (AA) +glucose), 133 cells grown in SCEG (+AA, +ethanol/glycerol) and 321 cells grown in YNBD (−AA, +glucose). Median vacuolar pH amplitude is displayed as box-and-whisker plots with whiskers calculated as 1.5 × the interquartile ranges, median values indicated by the horizontal red bar and *P* values are calculated by a two-sided Dunn’s test with Holm adjustment. Numbers inset below bar graphs are the median period of vacuolar pH oscillations. **c**, Cells grown in YNBD imaged every 2 min for 1,000 min in microfluidics chambers (CellASIC). v-SEP intensity over time is shown for two representative cells. Vertical dashed lines indicate the timing of bud emergence. **d**, Oscillatory vacuolar pH amplitude from cells grown in the presence of individual amino acid addbacks. Median vacuolar pH amplitude is displayed as box-and-whisker plots with whiskers calculated as 1.5 × the interquartile ranges, median values indicated by the horizontal black bar. Note, the *y* axis is fixed at 30,000 AU. Cell number used in the analysis and periodicity of vacuolar pH oscillations in minutes for each condition: Lys (*n* = 255, 111 ± 3 min), His (*n* = 132, 110 ± 5 min), Gly (*n* = 92, 104 ± 10 min), Pro (*n* = 26, 82 ± 18 min), Gln (*n* = 64, 96 ± 11 min), Ser (*n* = 60, 95 ± 8 min), Glu (*n* = 90, 87 ± 10 min), Thr (*n* = 54, 91 ± 13 min), Arg (*n* = 280, 110 ± 3 min), Val (*n* = 56, 106 ± 10 min), Asn (*n* = 163, 105 ± 3 min), Asp (*n* = 102, 100 ± 10 min), Ile (*n* = 420, 98 ± 2 min), Trp (*n* = 121, 112 ± 4 min), Leu (*n* = 356, 104 ± 2 min), Ala (*n* = 157, 97 ± 3 min), Phe (*n* = 429, 90 ± 2 min) and Tyr (*n* = 334, 101 ± 2 min). **e**, Cells grown in SCEG imaged every 2 min for 1,000 min in microfluidics chambers (CellASIC). v-SEP intensity over time is shown for two representative cells. Dashed lines indicate the timing of bud emergence. See Source Data for additional curves. Source data

To determine whether the oscillatory pH dynamics were unique to the strain examined here, the analysis pipeline was used to examine v-SEP fluorescence dynamics in two different, but commonly used, laboratory strains, W303 and BY4741. We found that both had robust cell cycle-linked oscillatory pH dynamics of similar amplitude and period (Extended Data Fig. 2a).

### Vacuolar pH dynamics depend on extracellular amino acids

The vacuole is a central integrator of extracellular nutritional availability and a major site of amino acid storage^1^. This led us to examine whether extracellular amino acids impacted oscillatory vacuolar pH dynamics. To this end, wild-type cells were cultured in medium that contained glucose, salts and essential nutrients, but lacked amino acids (YNBD). Vacuolar pH dynamics were then examined with the v-SEP reporter. In contrast to cells grown in SDC, which provides a full complement of exogenously supplied amino acids (Fig. 1c), cells grown in YNBD did not undergo clear and sustained oscillatory vacuolar alkalinization and acidification cycles (Fig. 2c and Supplementary Video 6). Instead, we observed a slow progressive increase in v-SEP intensity as cells went through repeated cell divisions; it is unknown why this rise occurs. In addition, vacuoles underwent stochastic pulses of alkalinization and reacidification that were not apparently linked to any stage of the cell cycle. The absence of regular oscillatory dynamics was supported by PSD analysis (Fig. 2a; bottom trace), which showed that any oscillatory behavior of v-SEP was marginally above background for cell populations grown in YNBD (Fig. 2b; −AA +glucose). Moreover, these stochastic alkalinization and reacidification events were notably quicker than seen in SDC. The median half-maximal peak width of time spent in an alkaline state averaged 2 min in YNBD (limit of time resolution for the experiments) versus 11 min in SDC.

The clear difference in the amplitude of oscillatory vacuolar pH dynamics between cells grown in the presence or absence of amino acids prompted us to ask whether any individual, or classes of, amino acids were contributing to these dynamics. To this end, cells were grown in YNBD with single amino acids added at concentrations found in SDC and the amplitude of the oscillatory dynamics of the cell population using PSD analysis was assessed. As reported previously, cysteine alone caused cells to grow slowly^11,12^ and in our hands freshly prepared methionine alone also caused growth defects so they were omitted from further analysis. For the remaining amino acids, we observed a graded response in the oscillatory vacuolar pH amplitude. Some, such as lysine, glycine, histidine and proline were barely able to induce vacuolar pH oscillations (Fig. 2). By contrast, the aromatic amino acids tyrosine and phenylalanine, the branched-chain amino acid leucine and alanine tended to induce robust vacuolar pH oscillations Fig. 2), whereas all other amino acids produced intermediate responses (Fig. 2d).

We noticed during our amino acid supplementation experiments that some amino acids, such as tryptophan and glutamine, caused cells to have longer and shorter periods of vacuolar pH oscillation respectively, raising the possibility that growth rate might influence the magnitude of vacuolar pH changes. To test whether cell growth rate and changes in vacuolar pH oscillation period might be affecting the magnitude of the oscillations, we plotted the period of vacuolar pH oscillations relative to their magnitude for all growth conditions and mutants tested in this manuscript (described below) and found no correlation between the two parameters (Extended Data Fig. 2b), suggesting that growth rate does not influence the magnitude of vacuolar pH changes.

Glycolytic and respiratory carbon sources are well documented regulators of vacuolar pH^13^. Therefore, we examined whether carbon source affects vacuolar pH dynamics during the cell cycle. Cells were grown in medium containing all amino acids and ethanol/glycerol (SCEG), a respiratory carbon source. There was a ~1.8-fold increase in the oscillatory vacuolar pH amplitude, at the population level (18,000 AU, 95% CI 14,000–22,000, *n* = 133 cells), relative to cells grown in glucose (Fig. 2b; compare +AA +ethanol/glycerol to +AA +glucose; and Supplementary Video 7). Individual v-SEP intensity traces showed readily identifiable cell cycle-linked oscillations with increased amplitude and increased basal intensity relative to cells grown in the presence of glucose (Fig. 2e; compare representative curves in Fig. 1 (v-SEP.SDC) with Fig. 2 (v-SEP.SCEG)). This is consistent with data suggesting that the availability of glycolytic carbon sources is a major regulator of vacuolar pH^13^.

Taken together, these data suggest that the amplitude of vacuolar pH oscillations are modulated by aromatic and branched-chain amino acid availability and the fermentative or respiratory capacity of the supplied carbon source.

### Vacuolar pH dynamics require multiple cell pathways

To identify cellular pathways that might be sensing and responding to increased extracellular branched-chain and aromatic amino acids, we analyzed the transcriptional signature of cells grown in the presence of tyrosine or leucine by RNA-seq. As previously demonstrated^14^, cells responded to extracellular aromatic and branched-chain amino acids by upregulating the expression of amino acid permeases through the action of the SPS response (Extended Data Fig. 3a). The SPS response is driven by a sensor module at the plasma membrane composed of Ssy1, Ptr3 and Ssy5, which activates two transcription factors, Stp1 and Stp2^15^. The SPS response induces the synthesis of ~ten amino acid permeases that drive amino acid import into the cell^16^. To test the role of the SPS response and amino acid import in regulating vacuolar pH, we quantified the oscillatory vacuolar pH amplitude in cells lacking SPS-response components grown in SDC (Fig. 3a). In each mutant, we observed a >twofold reduction in the oscillatory vacuolar pH amplitude relative to wild-type cells (Fig. 3a). These data suggest that the increase in intracellular amino acids that results from the SPS response is important to stimulate the oscillatory pH dynamics in the vacuole.

**Fig. 3:**
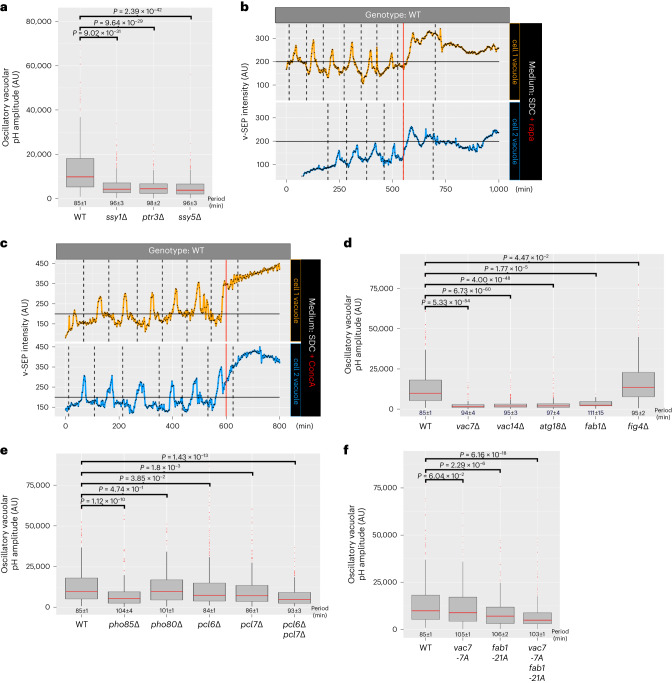
Vacuolar pH oscillations require the SPS response, TORC1 signaling, v-ATPase activity, oscillatory production of PtdIns(3,5)P_2_ by the Fab1 complex and the nutrient-responsive CDK, Pho85. **a**, Oscillatory vacuolar pH amplitude of wild-type cells and cells lacking the SPS components, Ptr3 (288 cells), Ssy1 (447 cells) and Ssy5 (399 cells), grown in SDC. Median vacuolar pH amplitude is displayed as box-and-whisker plots with whiskers calculated as 1.5 × the interquartile ranges, median values indicated by the horizontal red bar and *P* values are calculated by a two-sided Dunn’s test with Holm adjustment. Numbers inset below bar graphs are the median period of vacuolar pH oscillations. **b**, Cells grown in SDC imaged every 2 min for 1,000 min in microfluidics chambers (CellASIC) and treated in the device with rapamycin (vertical red bar). v-SEP intensity over time is shown for two representative cells. **c**, Cells grown in SDC imaged every 2 min for 1,000 min in microfluidics chambers (CellASIC) and treated in the device with ConcA (vertical red bar). v-SEP intensity over time is shown for two representative cells. Dashed lines indicate the timing of bud emergence. **d**, Oscillatory vacuolar pH amplitude of WT cells and cells lacking the Fab1 components, Vac7 (177 cells), Vac14 (287 cells), Atg18 (200 cells), Fab1 (21 cells) and Fig4 (206 cells), grown in SDC. Median vacuolar pH amplitude is displayed as box-and-whisker plots with whiskers calculated as 1.5 × the interquartile ranges, median values indicated by the horizontal red bar and *P* values are calculated by a two-sided Dunn’s test with Holm adjustment. Numbers inset below bar graphs are the median period of vacuolar pH oscillations. **e**, Oscillatory vacuolar pH amplitude of wild-type cells and cells lacking the CDK5 homolog Pho85 (201 cells) and associated cyclins Pho80 (240 cells), Pcl6 (315 cells), Pcl7 (277 cells) and the Pcl6 and Pcl7 double mutant (206 cells). Cells were grown in SDC. Median vacuolar pH amplitude is displayed as box-and-whisker plots with whiskers calculated as 1.5 × the interquartile ranges, median values indicated by the horizontal red bar and *P* values are calculated by a two-sided Dunn’s test with Holm adjustment. Numbers inset below bar graphs are the median period of vacuolar pH oscillations. **f**, Oscillatory vacuolar pH amplitude of WT cells and cells lacking seven putative Pho85 phospho-sites in Vac7 (*vac7-7A*, 228 cells) and 21 putative phospho-sites in Fab1 (*fab1-21A*, 168 cells) and the double mutant (*vac7-7A fab1-21A*, 257 cells). Cells were grown in SDC. Median vacuolar pH amplitude is displayed as box-and-whisker plots with whiskers calculated as 1.5 × the interquartile ranges, median values indicated by the horizontal red bar and *P* values are calculated by a two-sided Dunn’s test with Holm adjustment. Numbers inset below bar graphs are the median period of vacuolar pH oscillations. See Source Data for additional curves. Source data

To identify a molecular link between changes in cytoplasmic branched-chain and aromatic amino acid availability and oscillatory vacuolar pH amplitude, we tested the contribution to the induction of vacuolar pH oscillations by the two major cytoplasmic amino acid-sensing pathways: general amino acid control and TORC1^15,17^. While deletion of the eIF2-kinase, *GCN2*, did not affect oscillatory vacuole pH dynamics (Extended Data Fig. 3b), pharmacological inhibition of TORC1 signaling by rapamycin treatment of cells had a strong effect (Fig. 3b; timing of rapamycin addition marked by red vertical line; Supplementary Video 8).

TORC1 signaling integrates cellular nutritional status with vacuole/lysosome metabolite storage through v-ATPase function in yeast and mammalian cells^2^. Additionally, the v-ATPase is the major regulator of vacuolar pH. Therefore, we tested the contribution of the v-ATPase to oscillatory vacuolar pH dynamics by genetically deleting the vacuole-specific V0 subunit of the v-ATPase, Vph1. We found, as previously reported, that cells lacking Vph1 have highly fragmented vacuoles^18^; these highly fragmented vacuoles in *vph1∆* cells were exceptionally mobile and too difficult to accurately track and quantify over the course of many hours. To circumvent this challenge, we tested for a direct role for the v-ATPase by treating cells with the pharmacological v-ATPase inhibitor, concanamycin A (ConcA). After switching to growth medium containing the v-ATPase inhibitor (Fig. 3c, timing ConcA addition marked by red vertical line, and Supplementary Video 9), the fluorescence intensity of v-SEP progressively increased, indicating vacuolar alkalinization and loss of oscillatory pH dynamics. Notably, the increase in fluorescence of the v-SEP reporter preceded the fragmentation seen in *vph1∆* cells which permitted accurate tracking and quantification of v-SEP fluorescence changes. Taken together, these data suggest that the v-ATPase is a major facilitator of cell cycle-linked vacuole pH oscillations.

To explore the inputs that may couple regulation of the v-ATPase and TORC1 activity, we examined the role of the vacuole-specific lipid PtdIns(3,5)P_2_ in contributing to oscillatory vacuolar pH dynamics. PtdIns(3,5)P_2_ is a stress-responsive, minority phosphoinositol lipid of the vacuole. It is produced by the Fab1 (PIKfyve in mammals) kinase complex, which contains Fab1, Vac7, Vac14 and is negatively regulated by Fig4 and Atg18^19^. PtdIns(3,5)P_2_ interacts with and stabilizes the v-ATPase holoenzyme in osmotically stressed cells and plays a role in regulating TORC1 signaling during nutritional stress^19^. The Fab1 complex is also reciprocally regulated by TORC1^20^, making PtdIns(3,5)P_2_ production a potentially important regulatory crossroad to coordinate vacuolar pH dynamics and amino acid sensing. While it has been suggested that the Fab1 complex does not affect vacuolar pH in unstressed rapidly growing cells^21^, the dynamics of pH regulation has not been examined in Fab1 mutants at the single cell level. Genetic deletion of Vac7, Vac14, Atg18 and Fab1 had a strong effect on the amplitude of oscillatory pH dynamics in the presence of extracellular amino acids relative to wild-type cells (Fig. 3d). Of note, deletion of Fig4, a phosphatase proposed to act as an important regulator of the complex^22^, had a slightly higher oscillatory vacuolar pH amplitude relative to wild-type cells in SDC (Fig. 3d). These data suggest that PtdIns(3,5)P_2_ production is essential for modulating oscillatory vacuolar pH dynamics and that the regulation of the Fab1 complex by Fig4 is not strictly required but plays a more nuanced regulatory role.

**Fig. 4:**
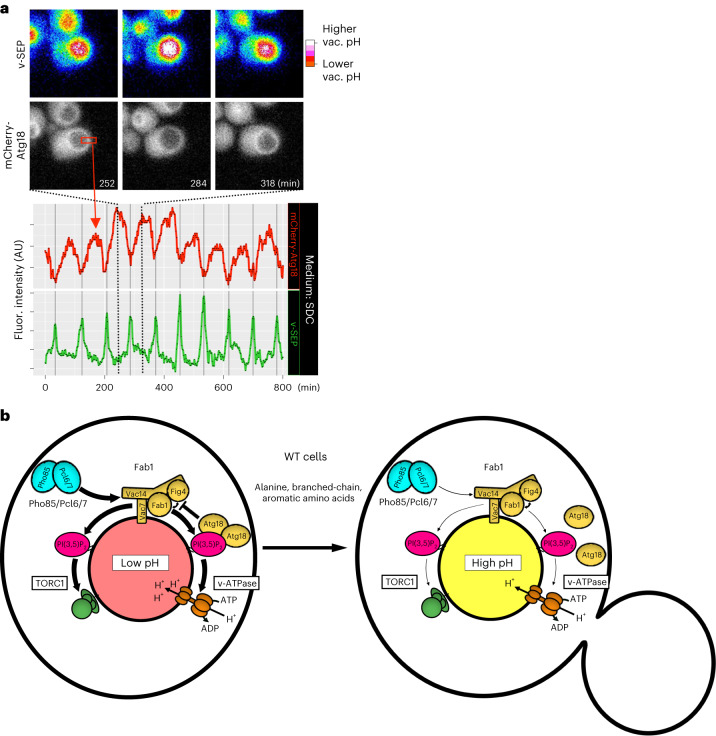
Atg18 undergoes rounds of recruitment and displacement from the vacuolar surface during vacuolar pH dynamics. **a**, Single frames from timelapse imaging of mCherry-Atg18 and v-SEP during one round of vacuolar alkalinization highlighted by dashed lines in the time-series plot below. The lower time-series plot shows mCherry-Atg18 intensity at the vacuolar surface and lumenal v-SEP intensity over multiple cell division events. Peak v-SEP signals are highlighted by a solid gray line. **b**, A model shows the molecular players involved in regulation of vacuolar pH as WT cells grow in the presence of alanine, branched-chain and aromatic amino acids. pH regulation requires Pho85/Pcl6/Pcl7-dependent stimulation of the Fab1 (PIKfyve in mammals) complex to produce PtdIns(3,5)P_2_ (PI(3,5)P_2_), which recruits Atg18 and reciprocally activates TORC1 and the v-ATPase. During growth, PtdIns(3,5)P_2_ levels at the vacuole drop, which may in turn downregulates both TORC1 and v-ATPase leading to an increase in vacuolar pH. See Source Data for additional curves. Source data

PtdIns(3,5)P_2_ production during osmotic stress is linked to cyclin-dependent kinase (CDK) signaling through the activity of the nutrient-responsive CDKcyclin pair Pho85–Pho80^19^. Pho85–Pho80 directly phosphorylates the Fab1 complex and positively regulates its activity^19^. To test whether CDK signaling influences oscillatory vacuolar pH dynamics, we quantified the amplitude of pH oscillations in cells lacking Pho85 and Pho80. The *pho85∆* cells had strongly reduced oscillations, whereas oscillations in *pho80∆* cells were not substantially reduced (Fig. 3e) relative to wild-type cells (Fig. 3e), suggesting that, similar to the Fig4 example above for the Fab1 complex, aspects of PtdIns(3,5)P_2_ regulation during unstressed cell growth are different than during osmotic stress. Pho85 has ten cyclin partners (Pho80, Clg1, Pcl1, Pcl2, Pcl5, Pcl6, Pcl7, Pcl8, Pcl9 and Pcl10) that are composed of paralogous pairs of cyclins with redundant functions^23^. We found Pcl6 and Pcl7 each contributed to vacuolar pH oscillations (Fig. 3e). Deletion of both Pcl6 and Pcl7 (Fig. 3e) further reduced the amplitude of oscillatory vacuolar pH dynamics to that seen in *pho85∆* cells.

Pho85 is proposed to phosphorylate Fab1 and Vac7 to regulate their activity^19^. To test the importance of Pho85-dependant phosphorylation of Fab1 and Vac7 for vacuolar pH dynamics, we quantified the amplitude of pH oscillations in previously described mutants of Fab1 lacking 21 putative Pho85 phospho-sites (*fab1-21A*) and Vac7 lacking 7 putative Pho85 phospho-sites (*vac7-7A*)^19^. *Vac7-7A* mutant cells had slightly reduced vacuolar pH oscillations, whereas *fab1-21A* mutant cells had a stronger deficit (Fig. 3f). The double mutant further reduced oscillatory vacuolar pH amplitude to that seen in the *pcl6∆pcl7∆* and *pho85∆* cells (Fig. 3f).

Taken together these data suggest Pcl6 and Pcl7 are two cyclins which act redundantly through the Pho85 kinase to regulate cell cycle-linked oscillatory vacuolar pH dynamics, most likely by phosphorylation of Fab1 and Vac7.

### PtdIns(3,5)P_2_ dynamics drive vacuolar pH regulation

The data thus far suggest a model where Pho85/Pcl6/Pcl7-dependent changes in Fab1 activity alter PtdIns(3,5)P_2_ levels to affect v-ATPase activity and TORC1 function. However, to date, there is no indication that PtdIns(3,5)P_2_ levels in the vacuole are changing during cell growth to enact such regulatory control during the cell cycle. Measuring PtdIns(3,5)P_2_ in unstressed cells is challenging due to its low abundance relative to the total phosphoinositol pool. Additionally, there is evidence that PtdIns(3,5)P_2_ production is differentially regulated between signaling endosomes and the vacuole^20^, which makes techniques that measure total cellular PtdIns(3,5)P_2_ levels inappropriate to capture the dynamics of this lipid specifically at the vacuole. Atg18 is an important regulatory component of PtdIns(3,5)P_2_ generation and is proposed to be a PtdIns(3,5)P_2_ sensing protein. It is also a negative regulator of the Fab1 complex. To explore the accumulation of PtdIns(3,5)P_2_ in the vacuole, we monitored the dynamics of Atg18 along with the v-SEP reporter. N-terminally tagged mCherry-Atg18 showed clear vacuolar limiting membrane localization in cells with acidic vacuoles (Fig. 4a, top left, and Supplementary Video 10); however, as vacuoles became less acidic, mCherry-Atg18 was displaced from the membrane and then re-assembled on the vacuolar surface as acidity was re-established (Fig. 4a, top middle and right, and Supplementary Video 10). Quantification of mCherry-Atg18 at the vacuolar surface relative to v-SEP fluorescence shows that Atg18 undergoes rounds of recruitment and displacement from the vacuolar surface which are strictly tied to rounds of acidification and alkalinization, respectively (Fig. 4a, bottom plot, and Extended Data Fig. 3c). v-ATPase activity and assembly are influenced by PtdIns(3,5)P_2_. To test whether cycling PtdIns(3,5)P_2_ levels in unstressed cells affects v-ATPase assembly state, we tagged a subunit of the peripheral V_1_ domain (Vma5) and examined its localization over one cell cycle together with the v-SEP reporter. We found no evidence that the V_1_ domain of the v-ATPase is regulated at the level of assembly at the vacuolar surface (Extended Data Fig. 3d). Together, these data suggest that PtdIns(3,5)P_2_ levels are cycling throughout the cell cycle and provides evidence that PtdIns(3,5)P_2_-dependent regulation of the v-ATPase is acting beyond the level of assembly status/osmotic stress and may play a role regulating vacuolar pH during vegetative growth in unstressed cells (summarized in Fig. 4b).

### Vacuolar pH controls vacuolar metabolite levels

Acidic vacuolar pH is proposed to be essential for the storage of metabolites such as amino acids^1^. We wondered whether the dynamic CDK- and PtdIns(3,5)P_2_-dependent alkalinization and acidification of the vacuolar compartment was sufficient to alter the concentrations of vacuolar metabolites during cell growth. To this end, we followed the fate of the tryptophan analog, 4-cyanotryptophan (4cnTrp) within cells^24^. 4cnTrp differs from tryptophan by two atoms, is excited by 355 nm light, has high quantum yield and its fluorescence intensity is insensitive within biologically relevant pH changes^25^ making it ideal for our purposes.

We first verified that 4cnTrp, synthesized by an engineered variant of TrpB from *Thermotoga* *maritima*^26^, showed no fluorescence changes in the pH ranges 5.5–7.0 (Extended Data Fig. 4). We then added 4cnTrp to cells as the sole extracellular amino acid source. Imaging 4cnTrp and v-SEP showed that 4cnTrp accumulated in the vacuole and stimulated vacuolar pH oscillations just as tryptophan did (Fig. 5a,b, micrographs and plots: pre-ConcA, and Supplementary Video 11). Notably, 4cnTrp accumulation in the vacuole was oscillatory and increased when the vacuolar pH was most acidic (Fig. 5b, pre-ConcA). This was consistent with the idea that vacuolar pH was essential for the accumulation of vacuolar metabolites. To test whether vacuolar pH was the major determinant of accumulation and retention of 4cnTrp in the vacuole, we treated cells with the v-ATPase inhibitor, ConcA, while imaging v-SEP and 4cnTrp. Inhibition of the v-ATPase led to the rapid efflux of 4cnTrp from the vacuole, concordant with the alkalinization of the organelle (Fig. 5a,b, micrographs and plots: post-ConcA).

**Fig. 5:**
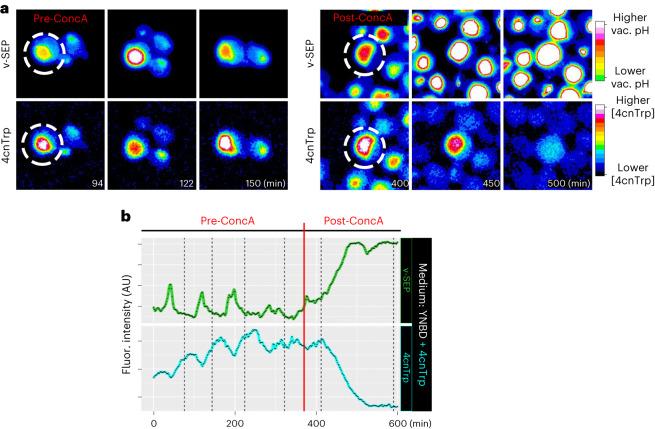
Vacuolar pH acts as a molecular rheostat to control amino acid accumulation in the organelle. **a**, Single frames from timelapse imaging of 4cnTrp and v-SEP before ConcA treatment (pre-ConcA) and after ConcA addition (post-ConcA). **b**, Vacuolar v-SEP and 4cnTrp fluorescence intensity over time are plotted in green and cyan, respectively. The vertical red line denotes the timing of ConcA addition. Note that the v-SEP intensity in this plot is not comparable to the other v-SEP intensity data from the rest of the manuscript as it was generated on a confocal microscope using different exposure times and a different camera (Methods). See Source Data for additional curves. Source data

During our characterization of vacuolar pH changes, we noticed that there was a distinct change in refractive index and apparent tonicity of the vacuole that occurred simultaneously with the peak of vacuolar alkalinization (Fig. 1e, red arrow, and Supplementary Video 5). This suggests an alteration of the solute concentration within the vacuole^27^ and may indicate an exchange of solutes between the cytoplasm and the vacuole that is coupled with alterations of vacuolar pH. Taken together, these data suggest that vacuolar pH dynamics are of sufficient magnitude to move metabolites out of the vacuole and that the vacuolar pH gradient may be acting as a molecular rheostat that is controlling the concentrations of many stored metabolites in the vacuole.

### Vacuolar pH dynamics coordinates amino acid metabolism

To better understand the biological importance of oscillatory vacuolar pH dynamics and metabolite release, we sought to identify a common phenotypic profile among mutants that lacked vacuolar pH oscillations. All the strong vacuolar pH oscillation mutants have pronounced defects in cell growth except for *atg18*∆, the regulator of PtdIns(3,5)P_2_ dynamics associated with the Fab1 complex. To bypass potential pleiotropy due to growth deficits and to narrow in on the phenotypic consequences of blocking vacuolar pH oscillations, we performed RNA-seq to compare the transcriptomes of three strains unable to oscillate vacuole pH each of which have different effects on cellular physiology. 

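RNA from wild-type cells and from *atg18∆*, *fab1∆* and *vph1∆* cells was sequenced, with 4 libraries per strain and 16 in all. Cultures were grown in SDC, a synthetic complete medium with 2% dextrose, to an OD_600_ of 0.05, in duplicate on each of 2 days. The labels number the libraries of each strain from 1 to 4 and do not say which were grown on the same day. The labels give the sequenced molecule as polyA RNA, whereas the library protocol describes no polyA selection, so the fraction of RNA that was sequenced is not settled. The authors quantified transcripts with Salmon and deposited TPM values, in which each transcript's reads are divided by its length, which sum to 1000000 in each library. TPM values hold no read numbers, so the depth of each library is unknown and no counting error is given. Between 6654 and 6701 genes per library had a TPM above 0.

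Wild-type replicate 3 stood apart from the other 15 libraries. Its 10 most abundant genes held 31.2% of the TPM, against 14.4 to 15.9% in the others, and 6091 genes reached a TPM of 1, against 6329 to 6471. Its highest Pearson correlation of log2(TPM + 1) with another wild-type library was 0.967 across genes, which are not independent replicates, and the lowest correlation among the other 3 wild-type libraries was 0.994. The methods state that 1 wild-type sample was eliminated for insufficient RNA quality, and the paper's text does not name its replicate number. All 4 wild-type libraries are in the deposited data, so all 4 were used, and each was then left out in turn.

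From the TPM values, log2(TPM + 1) was modelled with limma for the 6404 genes with a mean TPM of at least 1, with all 16 libraries in 1 model and a mean for each strain. Each mutant was compared with wild type, and p values from limma's moderated test, which is two-sided, were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The median log2 fold change over all 6404 genes was 0.27 in *atg18∆*, 0.25 in *fab1∆* and 0.27 in *vph1∆*, so most genes lay above wild type. Without wild-type replicate 3 these medians were 0.046, 0.066 and 0.063. Changes are therefore also given after the libraries were scaled to a common median, which is called median scaling here.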

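*ATG18* (YFR021W) lies on chromosome VI of SacCer3 from 194812 to 196314 and encodes a phosphoinositide binding protein. Its TPM was 0.00266 ± 0.00531 (SD, n = 4) in *atg18∆* and 10.1 ± 2.51 (SD, n = 12) in the other libraries. *VPH1* (YOR270C) lies on chromosome XV from 828052 to 830574, with a TPM of 0.0517 ± 0.0930 (SD, n = 4) in *vph1∆* and 90.5 ± 20.6 (SD, n = 12) in the other libraries. *FAB1* (YFR019W) lies on chromosome VI from 184502 to 191338 and was not at 0 in its deletion strain. Its TPM ranged from 1.28 to 1.58 in *fab1∆* and from 1.78 to 3.55 in the other libraries, and the lowest of these was wild-type replicate 3. For each deleted gene, every library of its deletion strain was below all 12 others (two-sided exact permutation test, p = 0.000549).

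The genes beside the deletions were examined in the same libraries. *YFR018C*, which neighbours *FAB1*, was higher in *fab1∆* by a log2 fold change of 1.50 (standard error 0.28, adjusted p = 0.000882), and by 1.21 after median scaling. *CSS2*, between *FAB1* and *ATG18*, changed by 0.42 in *fab1∆* (adjusted p = 0.123) and by 0.40 in *atg18∆* (adjusted p = 0.294). Without wild-type replicate 3 these changes were 0.15 and 0.13, and in *fab1∆* *CSS2* passed the threshold without wild-type replicate 4, at 0.55. *ROG3*, on the other side of *ATG18*, changed by 0.18 in *atg18∆* (adjusted p = 0.449), and its sign reversed to -0.072 after median scaling and to -0.11 without wild-type replicate 3. Beside *VPH1*, *PAC1* changed by 0.38 (adjusted p = 0.209) and *FSF1* by 0.73 (adjusted p = 0.0665) in *vph1∆*. *FSF1* passed the threshold without any 1 of wild-type replicates 1 to 4, with a log2 fold change of 0.84, 0.83, 0.40 and 0.84.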

We used strains with a single deletion of the Fab1 lipid kinase (*fab1∆*), the negative regulator of the Fab1 complex (*atg18∆*) and the vacuolar specific subunit of the v-ATPase (*vph1∆*). 

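Gene lists for 5 pathways were written from yeast gene names before the data were examined, since KEGG sets are not among the deposited data. The lists for arginine biosynthesis, alanine, aspartate and glutamate metabolism, starch and sucrose metabolism, oxidative phosphorylation and the ribosome held 9, 26, 34, 64 and 137 genes that passed the TPM filter. Genes were ranked by the signed -log10 p of each comparison, and each list was scored with fgsea as a normalized enrichment score (NES), with 10000 permutations of the genes and adjustment over the 15 tests of 5 lists in 3 mutants.

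Of the 15 tests, 11 passed the adjusted threshold, 8 with a positive and 3 with a negative NES. Both alanine, aspartate and glutamate metabolism and starch and sucrose metabolism passed in all 3 mutants in the same direction. Neither the ribosome nor oxidative phosphorylation could have done so with 10000 permutations, since 0 and 1 of them were negative in *fab1∆*. With median scaling 14 of the 15 tests passed and 4 lists did so in all 3 mutants, oxidative phosphorylation and the ribosome being added. Without wild-type replicate 3, 11 tests passed and 1 list, alanine, aspartate and glutamate metabolism, did so in all 3 mutants. Without wild-type replicate 4, 8 tests passed.

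Permutation of genes takes no account of correlation between the genes of a list. Of the 15 tests, fry, which rotates the residuals of the libraries, called arginine biosynthesis in *vph1∆* and starch and sucrose metabolism in *fab1∆*. With a preset correlation of 0.01 within each list, camera called 14 of the 15, all but arginine biosynthesis in *fab1∆*. With the correlation estimated from the data, which was added after the data were seen, it called 4, each lower relative to the other genes. These were the ribosome in all 3 mutants and oxidative phosphorylation in *vph1∆*. With the mean of each list in each library compared by a two-sided exact permutation test, the smallest p that 4 libraries against 4 allow is 0.0286, and no test passed after adjustment over the 15.

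The alanine, aspartate and glutamate list had an NES of 2.13 in *atg18∆* (adjusted p = 0.000566), 1.35 in *fab1∆* (adjusted p = 0.0405) and 1.83 in *vph1∆* (adjusted p = 0.0017). Its mean log2(TPM + 1) rose by 0.42, 0.60 and 0.56, and all 4 libraries of each mutant were above the wild-type mean. After median scaling the rises were 0.16, 0.32 and 0.28. Libraries also parted between replicates 1 and 2 and replicates 3 and 4, a division noticed after the data were seen and not given in the labels. The rises were 0.11, 0.35 and 0.26 within replicates 1 and 2 and 0.72, 0.85 and 0.86 within replicates 3 and 4, which hold wild-type replicate 3. Without that library the rises over all replicates were 0.12, 0.31 and 0.27. In *atg18∆*, *fab1∆* and *vph1∆*, 0, 10 and 3 of its 26 genes passed the threshold over all genes, and 1, 12 and 11 passed when adjusted over the list alone. At an unadjusted p under 0.05, 405 of all 6404 genes were found in *atg18∆*. The call in *fab1∆* was kept under 16 of 28 alternatives and was lost, for example, with the replicate numbers as a block, where the NES was 1.30. It was also lost without wild-type replicate 1, wild-type replicate 2, *fab1∆* replicate 3 or *fab1∆* replicate 4, where the NES was 1.29, 1.33, 1.32 and 1.31.

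**Figure D1:**
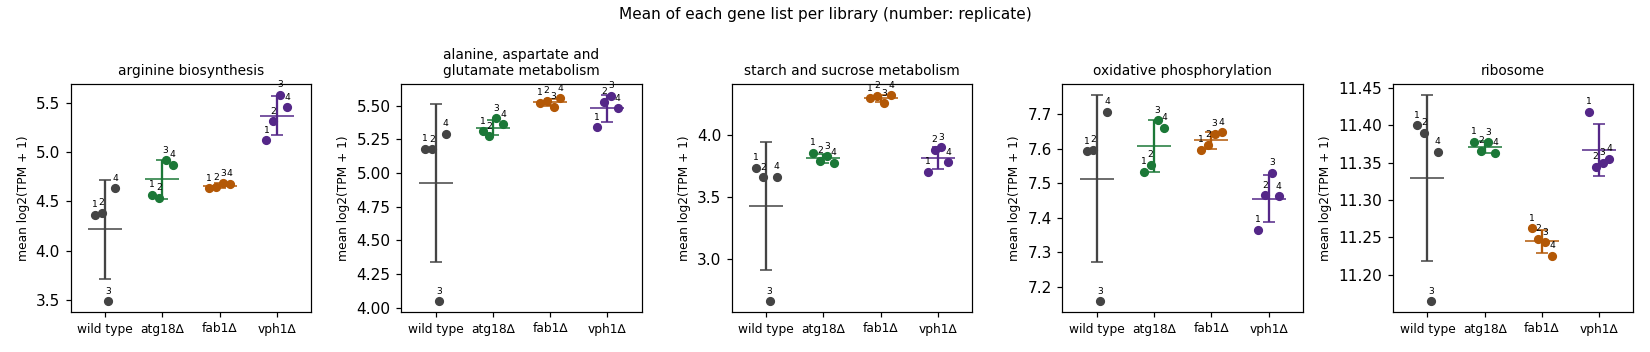
Mean log2(TPM + 1) of the genes of each of the 5 lists in each of the 16 libraries, with points marked by replicate number and the mean ± SD of each strain. The ribosome list has a mean of 11.2 in *fab1∆* and of 11.4 in *atg18∆* and *vph1∆*, and wild-type replicate 3 lies apart from the other wild-type libraries in the alanine, aspartate and glutamate, the starch and sucrose and the ribosome lists.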

We performed gene set enrichment analysis (GSEA) to identify shared up- and downregulated biochemical pathways^28^ and identified five significant co-upregulated and two co-downregulated KEGG pathways shared between *atg18∆*, *fab1∆* and *vph1∆* strains (Fig. 6a). The genes involved in the co-downregulated pathways consisted of two classes, oxidative phosphorylation and the ribosome. The downregulation of oxidative phosphorylation is consistent with previous reports relating the v-ATPase and the Fab1 complex to mitochondrial function^29^. 

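The list for oxidative phosphorylation had an NES of -2.28 in *atg18∆* (adjusted p = 0.00937), -0.98 in *fab1∆* (adjusted p = 1) and -3.44 in *vph1∆* (adjusted p = 0.0114). Because the median of all genes lay above wild type, few permutations gave a negative score, 186 of 10000 in *atg18∆* and 1 in *fab1∆*, and so the adjusted p values for negative scores are coarse. The mean log2(TPM + 1) of the 64 genes itself changed little, by 0.094 in *atg18∆*, 0.11 in *fab1∆* and -0.058 in *vph1∆*. In *vph1∆*, 36 of the 64 genes were below wild type and 1 of the 4 libraries was above the wild-type mean. After median scaling the list mean fell in all 3 mutants, by 0.16, 0.17 and 0.34. Within replicates 1 and 2 it changed by -0.052, 0.0094 and -0.18, and within replicates 3 and 4 by 0.24, 0.21 and 0.064. These last values reversed without wild-type replicate 3, to -0.035, -0.061 and -0.21, and the change over all replicates was -0.025, -0.0071 and -0.18, with every *vph1∆* library below every wild-type library left. Over all genes 0, 4 and 7 of its genes passed the threshold, and 0, 1 and 10 when adjusted over the list alone. With the trend of each library with gene length removed, which was chosen after the data were seen, the NES in *atg18∆* was -0.85 and no longer passed.

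The ATPase inhibitor *INH1* (YDL181W), on chromosome IV from 135179 to 135436, led the list in *atg18∆* and *vph1∆*. Its TPM was 536 ± 35.3 in wild type, 455 ± 31.9 in *atg18∆*, 468 ± 20.9 in *fab1∆* and 321 ± 14.8 in *vph1∆* (SD, n = 4 each). Its log2 fold change was -0.74 in *vph1∆* (standard error 0.083, adjusted p = 8.83e-05) and -0.23 in *atg18∆* (adjusted p = 0.294), and every library of both mutants was below every wild-type library (two-sided exact permutation test, p = 0.0286). The cytochrome c oxidase gene *COX5B* rose by 0.91 in *fab1∆* (adjusted p = 8.64e-05).

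Parts of the pathway were tested as lists of their own, within a family of 51 tests. The 40 nuclear genes of the respiratory chain had an NES of -3.48 in *atg18∆* (adjusted p = 0.0128), -1.64 in *fab1∆* (adjusted p = 0.0949) and -4.38 in *vph1∆* (adjusted p = 0.0139). In *vph1∆* their mean fell by 0.23, with 33 of the 40 genes below wild type, all 4 libraries below the wild-type mean and a two-sided exact permutation p = 0.114. It fell by 0.32 without wild-type replicate 3, and all 4 were below every wild-type library left. For the 2 genes encoded in the mitochondrion that passed the filter, the NES was -1.33, -1.49 and -1.13, and none of these passed. In *fab1∆* this list passed under 8 of 26 alternatives, among them the replicate numbers as a block (-1.54), and with no filter it passed in *atg18∆* (-2.18) and *fab1∆* (-2.16). For the 14 v-ATPase genes the NES was 1.67 in *atg18∆* (adjusted p = 0.0405), 0.76 in *fab1∆* (adjusted p = 0.885) and 1.29 in *vph1∆* (adjusted p = 0.223). All 4 libraries of each mutant were above the wild-type mean of the v-ATPase list before scaling, whereas after median scaling its mean changed by -0.027, -0.048 and -0.021. The call in *atg18∆* was lost without wild-type replicate 3, where the NES was 1.23, wild-type replicate 4, where it was 1.06, *atg18∆* replicate 1, where it was 0.78, and *atg18∆* replicate 2, where it was 1.07.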

The downregulation of ribosomal protein genes suggested that cells unable to oscillate vacuolar pH were experiencing proteotoxic stress^30^ and reduced translational capacity^31^.

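The ribosome list had an NES of -2.84 in *atg18∆* (adjusted p = 0.0378) and -2.10 in *vph1∆* (adjusted p = 0.0897), the latter not past the threshold. In *fab1∆* the enrichment score was -0.81 and no permutation gave a negative score to set it against, so no NES or p could be given. There was an NES with median scaling (-2.96) and quantile normalization (-1.57), both past the threshold. There was also one with array weights (-4.22) and without wild-type replicate 3 (-3.97), with a permutation p of 0.2 and 0.143. Neither of these passed, and too few permutations were negative for them to pass, so they decide nothing. In *atg18∆* and *vph1∆*, 36 and 12 of the 10000 permutations were negative. The mean log2(TPM + 1) of the 137 genes changed by 0.041 in *atg18∆*, -0.085 in *fab1∆* and 0.037 in *vph1∆*. None of these differences passed a two-sided exact permutation test, with p = 0.886, p = 0.143 and p = 0.771. Relative to the median of all genes, by median scaling, they were -0.21, -0.37 and -0.24. Within replicates 1 and 2 they were -0.023, -0.14 and -0.014, and within replicates 3 and 4 they were 0.11, -0.030 and 0.089. Over all replicates but wild-type replicate 3 the differences were -0.014, -0.14 and -0.018, and every *fab1∆* library was below every wild-type library left (two-sided exact permutation test, p = 0.0286). All 4 *fab1∆* libraries were below the wild-type mean and 94 of the 137 genes were lower, whereas 52 and 56 were lower in *atg18∆* and *vph1∆*. Over all genes 0, 16 and 1 of the genes passed the threshold, and 0, 10 and 0 when adjusted over the list alone. With quantile normalization the NES was -1.12 in *atg18∆*, no longer past the threshold, and reversed to 0.81 in *vph1∆*. The call in *atg18∆* was lost without wild-type replicate 1, 2 or 4 or *atg18∆* replicate 1, where the NES was -2.70, -2.87, -5.06 and -4.12. In *vph1∆* the list passed without wild-type replicate 3, at -2.04, and without *vph1∆* replicate 2, at -1.70.

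In *fab1∆*, *RPL25* (YOL127W, chromosome XV from 80348 to 81190) had a TPM of 3695 ± 84.9 (SD, n = 4) against 4548 ± 206 (SD, n = 4) in wild type, a log2 fold change of -0.30 (standard error 0.062, adjusted p = 0.00222). *RPS18B* fell by 0.31 (adjusted p = 0.00366). In *atg18∆* the first genes of the list were *RPS21A*, at -0.26, and *RPS27A*, at -0.14, each with an adjusted p = 0.294. Without wild-type replicate 3 they were at -0.093 and -0.085. In *vph1∆*, *RPS22B* was at -0.34 (adjusted p = 0.0327) and *RPL7B*, which rose by 0.55, did not pass (adjusted p = 0.0733). The call of *RPS22B* was lost without *vph1∆* replicate 2, 3 or 4. *RPL7B* passed without wild-type replicate 1 (0.65), 2 (0.64) or 3 (0.31).

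The mitochondrial ribosome was tested as a separate list of 67 genes. Its NES was 0.53 in *atg18∆* (adjusted p = 0.985), 1.40 in *fab1∆* (adjusted p = 0.00459) and -1.05 in *vph1∆* (adjusted p = 0.514). In *fab1∆* its mean rose by 0.38 and was above every wild-type library in 4 of 4 libraries, and after median scaling it rose by 0.099. With the length trend removed, which was chosen after the data were seen, the NES in *fab1∆* was 1.00 and no longer passed. With median scaling the list passed as lower in *atg18∆* (-2.17) and *vph1∆* (-1.78), with quantile normalization it did so too (-2.20 and -1.65), and with camera at the preset correlation as well. The sign reversed in *atg18∆* without wild-type replicate 4, at -1.08, and without *atg18∆* replicate 4, at -0.76. In *vph1∆* it reversed to 0.88, 0.90, 0.81 and 0.64 without wild-type replicates 1 and 3 and *vph1∆* replicates 2 and 3.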

**Fig. 6:**
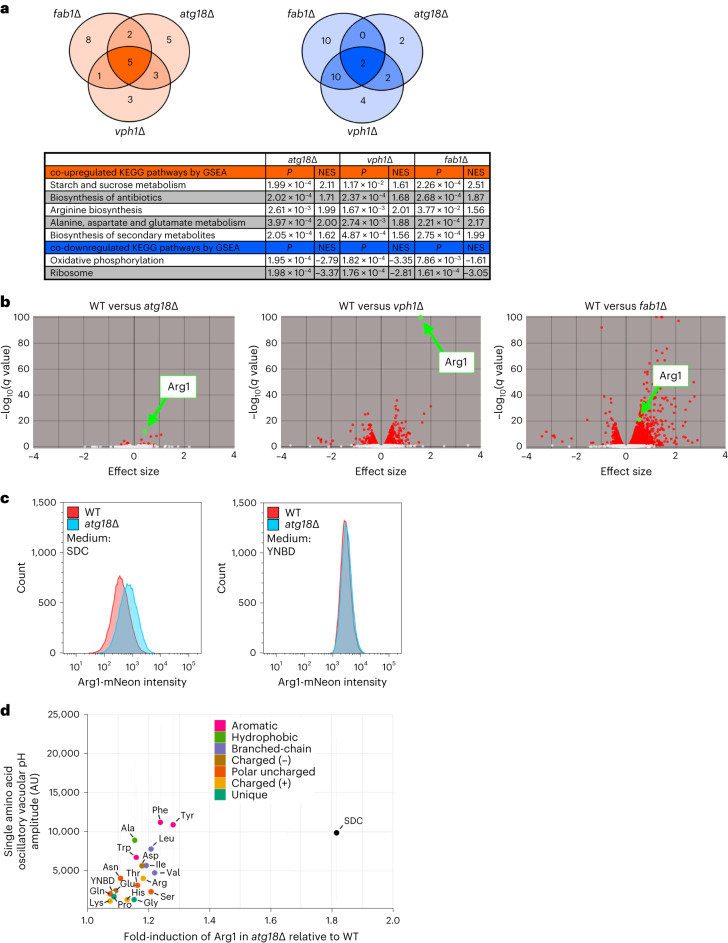
Cells unable to oscillate vacuolar pH downregulate ribosomal and oxidative phosphorylation genes and induce arginine biosynthetic genes. **a**, Venn diagrams of shared co-upregulated (orange) and co-downregulated (blue) KEGG pathways identified by GSEA analysis comparing transcriptomes of *fab1∆*, *atg18∆* and *vph1∆*. KEGG pathways are shown in tabular format with *P* values and normalized enrichment scores (NES) for each mutant. **b**, Volcano plots of transcriptional changes in *atg18∆*, *vph1∆* and *fab1∆* cells compared to wild-type cells. Differentially expressed genes, *q* value > 0.05, are colored in red and Arg1 is highlighted in green. **c**, Histograms of Arg1-mNeon expression analyzed by flow cytometry comparing Arg1 levels in wild-type and *atg18∆* cells in medium containing amino acids (left, SDC, WT $$\underline{x}$$ = 496.4 AU versus *atg18∆* $$\underline{x}$$ = 901.0 AU, two-sided *t*-test *P* < 2.2 × 10^−16^) and without amino acids (right, YNBD, WT $$\underline{x}$$ = 3,235.1 AU versus *atg18∆* $$\underline{x}$$ = 3,520.6 AU, two-sided *t*-test *P* < 2.2 × 10^−16^). **d**, plot of a single amino acid’s oscillatory vacuolar pH amplitude (from Fig. 2d) versus the fold Arg1-mNeon induction in *atg18∆* cells relative to WT. Error bars represent 95% CI. Source data

An examination of the co-upregulated genes suggested that several biochemical pathways related to the production of metabolites were induced (Fig. 6a). First, the upregulation of starch and sucrose metabolism genes was driven largely by genes involved in glycogen metabolism, the transcription of which are controlled by carbon and nitrogen source availability^32^. 

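The starch and sucrose list had an NES of 2.24 in *atg18∆* (adjusted p = 0.000566), 1.57 in *fab1∆* (adjusted p = 0.00065) and 1.63 in *vph1∆* (adjusted p = 0.00937). Its mean log2(TPM + 1) rose by 0.38, 0.87 and 0.39 in the 3 mutants, and by 0.13, 0.58 and 0.11 after median scaling. Within replicates 1 and 2 it rose by 0.13, 0.61 and 0.094, and within replicates 3 and 4 by 0.64, 1.13 and 0.68. The rises over all replicates were 0.13, 0.61 and 0.13 without wild-type replicate 3. All 4 libraries of *atg18∆* and *fab1∆* and 3 of *vph1∆* were above every wild-type library. In *atg18∆*, *fab1∆* and *vph1∆*, 0, 21 and 3 of its 34 genes passed the threshold over all genes, and 1, 26 and 7 when adjusted over the list alone. The call in *vph1∆* was lost without wild-type replicate 3, where the NES was 1.25, without wild-type replicate 4, where it was 1.32, without *vph1∆* replicate 3, where it was 1.42, and with array weights, where it was 1.07. Array weights also took the NES in *atg18∆* to 1.39, no longer past the threshold, and leaving out wild-type replicate 4 took it to 1.48, also not past.

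The 8 genes of glycogen metabolism, tested separately, had an NES of 2.12 in *atg18∆* (adjusted p = 0.00181), 1.70 in *fab1∆* (adjusted p = 0.0021) and 1.17 in *vph1∆* (adjusted p = 0.367). In *fab1∆*, 7 of the 8 genes passed the threshold over all genes, against 0 in *atg18∆* and 1 in *vph1∆*. For the 7 genes of trehalose metabolism the NES was 1.56 (adjusted p = 0.07), 1.36 (adjusted p = 0.109) and 1.69 (adjusted p = 0.0169). For the 9 genes of hexose phosphate metabolism it was 1.80 (adjusted p = 0.0178), 1.46 (adjusted p = 0.0483) and 0.94 (adjusted p = 0.679). The mean of each of these lists was above the wild-type mean, which includes wild-type replicate 3, in 4 of 4 libraries of each mutant. Without that library the glycogen list rose by 0.20, 0.90 and 0.14 in *atg18∆*, *fab1∆* and *vph1∆*, and the trehalose list by 0.094, 0.59 and 0.17. Hexose phosphate metabolism then rose by 0.15, 0.73 and 0.036, and 1 of the 4 *vph1∆* libraries was above every wild-type library left. Within replicates 1 and 2 hexose phosphate metabolism changed by -0.042 in *vph1∆*. Without wild-type replicate 4 the glycogen list in *atg18∆* no longer passed (NES 1.51), nor did hexose phosphate metabolism in *atg18∆* (1.11) and *fab1∆* (1.48). Hexose phosphate metabolism also lost its call in *atg18∆* without wild-type replicate 3 (1.55) and *atg18∆* replicates 1 (1.24) and 2 (1.57), and in *fab1∆* without *fab1∆* replicate 3 (1.44). Trehalose metabolism lost its call in *vph1∆* without wild-type replicate 3 (1.05) and *vph1∆* replicate 3 (1.43), and passed in *fab1∆* without wild-type replicate 3 (1.53). Over 27 alternatives trehalose metabolism passed under 2, 7 and 17 in *atg18∆*, *fab1∆* and *vph1∆*.

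The glycogen phosphorylase gene *GPH1* was the first gene of the starch and sucrose list in *atg18∆* and *fab1∆*. Its TPM was 2.84 ± 1.23 in wild type, 5.24 ± 0.231 in *atg18∆*, 15.3 ± 1.00 in *fab1∆* and 3.66 ± 0.654 in *vph1∆* (SD, n = 4 each). The log2 fold change was 0.77 in *atg18∆* (standard error 0.20, adjusted p = 0.294), 2.16 in *fab1∆* (adjusted p = 9e-07) and 0.33 in *vph1∆* (adjusted p = 0.259). *HXK1* rose by 2.54 in *fab1∆* (adjusted p = 1.55e-05). In *vph1∆* the glucoamylase gene *SGA1* rose by 0.61 (adjusted p = 0.00972) and *IMA1* by 0.46 (adjusted p = 0.0357). Both were weakly expressed, with a TPM of 0.597 to 1.38 in wild type and 1.99 to 2.36 in *vph1∆* for *SGA1*. For *IMA1* these ranges were 0.654 to 1.37 and 1.70 to 2.44, and its call was lost without *vph1∆* replicate 2, 3 or 4. The glycogen genes *GLC3*, *GSY1* and *GLG1* rose by 0.22, 0.22 and 0.24 in *vph1∆* before scaling and were at -0.057, -0.054 and -0.041 after median scaling.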

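*ARG1* (YOL058W), on chromosome XV from 219211 to 220473, encodes argininosuccinate synthase, and *ARG3* (YJL088W), on chromosome X from 268799 to 269815, encodes ornithine carbamoyltransferase. Both are in the list for arginine biosynthesis, and *ARG1* alone is in the list for alanine, aspartate and glutamate metabolism. *ARG1* and *ARG3* made up 34.6% of the summed log2 change of the arginine list in *atg18∆*, 25.8% in *fab1∆* and 48.8% in *vph1∆*, where 2 of 9 genes are 22.2% of the list. Without them the mean log2 fold change of the remaining 7 genes was 0.43, 0.42 and 0.76. In the alanine, aspartate and glutamate list *ARG1* made up 8.70%, 7.17% and 17.9% of the summed change, where 1 of 26 genes is 3.85%. These shares and means are of changes before scaling, where the median over all genes was 0.27, 0.25 and 0.27. No shares were computed after median scaling, so they may understate *ARG1* and *ARG3*. Without wild-type replicate 3 *ARG1* rose by 0.66, 0.84 and 2.315, and the mean of the alanine, aspartate and glutamate list by 0.12, 0.31 and 0.27.

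Among the genes that carried the enrichment score up to its maximum, *ARG1* came first in the arginine list in all 3 mutants. *ARG3* was among these genes in *atg18∆* and *vph1∆* and not in *fab1∆*. In the alanine, aspartate and glutamate list *ARG1* was again first in *atg18∆* and *vph1∆*. In *fab1∆* that list was led by *GAD1*, with a log2 fold change of 2.07 (adjusted p = 5.64e-06), and *UGA2*, with 0.89 (adjusted p = 1.65e-05). In *vph1∆* *ASN1* rose by 0.82 (adjusted p = 0.0291), and in *atg18∆* *ADE12* rose by 0.44 (adjusted p = 0.294). The call of *ASN1* was lost without *vph1∆* replicate 2, 3 or 4.

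The TPM of *ARG3* was 4.31 ± 1.27 in wild type, 7.34 ± 2.20 in *atg18∆*, 3.90 ± 0.577 in *fab1∆* and 28.2 ± 6.56 in *vph1∆* (SD, n = 4 each). Its log2 fold change was 2.46 in *vph1∆* (standard error 0.21, adjusted p = 3.18e-06), 0.64 in *atg18∆* (adjusted p = 0.294) and -0.093 in *fab1∆* (adjusted p = 0.79). In *atg18∆* the difference did not pass a two-sided exact permutation test (p = 0.0857). There the *ARG3* TPM was 5.48 and 5.40 in replicates 1 and 2, against 4.13 and 4.06 in wild type. In replicates 3 and 4 it was 9.06 and 9.40, against 3.00 and 6.06. It was thus higher within both divisions, and a rise in *atg18∆* stays open. In *fab1∆* the difference was within the spread of the libraries (two-sided exact permutation test, p = 0.714). Every *vph1∆* library was above every wild-type library (two-sided exact permutation test, p = 0.0286). In *fab1∆* the sign reversed to 0.053 without wild-type replicate 4.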

The last four classes of co-upregulated KEGG pathways all centered around nitrogen metabolism, with the genes *ARG1* and *ARG3* providing a major contribution to each enriched class. Differential expression analysis highlighted the relatively modest global transcriptional changes in *atg18∆* relative to *fab1∆* and *vph1∆*, but shows that Arg1 was one of the most significantly upregulated genes in all three deletion mutants (Fig. 6b). Together, these data suggest that one of the shared phenotypes for cells unable to oscillate vacuolar pH is a perceived nitrogen imbalance and the upregulation of arginine biosynthetic genes.

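With adjustment over the 6404 genes, 3 genes differed from wild type in *atg18∆*, 2 higher and 1 lower. In *fab1∆* 1507 genes differed, 1468 higher and 39 lower, and in *vph1∆* 312 differed, 283 higher and 29 lower. At an unadjusted p under 0.05 the numbers were 405, 2328 and 1486. With single libraries left out they moved widely. In *atg18∆* the number ran from 204 without *atg18∆* replicate 4 to 2883 without wild-type replicate 4. In *fab1∆* it ran from 1945 without *fab1∆* replicate 2 to 3181 without wild-type replicate 3. In *vph1∆* it ran from 904 without *vph1∆* replicate 2 to 3157 without wild-type replicate 4. The 3 genes in *atg18∆* were *ATG18* itself, *RGI1* and *YER067C-A*, and *RGI1* and *YER067C-A* are named here after their values were seen. Counts moved with wild-type replicate 3. Without it 6, 2716 and 943 genes passed, and in *fab1∆* 643 of these were lower. Median scaling gave 5, 2145 and 507 genes, of which 991 were lower in *fab1∆* and 188 in *vph1∆*. Leaving out *vph1∆* replicate 2 reduced the count in *vph1∆* to 114. Genes whose 4 mutant and 4 wild-type libraries did not overlap numbered 340 (5.31%), 2162 (33.8%) and 1023 (16.0%), where chance gives 2.86%.

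The TPM of *ARG1* was 24.5 ± 8.18 in wild type, 45.6 ± 2.88 in *atg18∆*, 52.0 ± 4.43 in *fab1∆* and 146 ± 12.3 in *vph1∆* (SD, n = 4 each). The log2 fold change was 0.94 in *atg18∆* (standard error 0.20, adjusted p = 0.181), 1.12 in *fab1∆* (standard error 0.20, adjusted p = 0.000581) and 2.60 in *vph1∆* (standard error 0.20, adjusted p = 7.23e-07). By p, *ARG1* ranked 7, 325 and 3 of all genes. Every mutant library was above every wild-type library (two-sided exact permutation test, p = 0.0286 in each mutant). With each library left out in turn, the change in *atg18∆* stayed between 0.66 and 1.07. It passed the threshold without wild-type replicate 3, where it was 0.66, with median scaling, where it was 0.68, with quantile normalization and with array weights. The change in *vph1∆* exceeded that in *atg18∆* by 1.66 (adjusted p = 0.000242) and that in *fab1∆* by 1.47 (adjusted p = 0.000132), and *fab1∆* and *atg18∆* differed by 0.18 (adjusted p = 0.628).

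The deleted gene of each mutant was left out of the following ranking. Among genes past the threshold with a mean TPM of at least 10 and no overlap between strains, the 3 that rose most in *fab1∆* were *GRE1*, by 4.03 (adjusted p = 3.18e-08), *HSP26*, by 3.93, and *SIP18*, by 3.79. The 3 that fell most were *PHO84*, at -3.82 (adjusted p = 0.000146), *SPL2*, at -3.70, and *PHO89*, at -3.69. In *vph1∆* *ARG1*, *IZH4*, which rose by 2.53 (adjusted p = 5.1e-07), and *ARG3* rose most. *SPL2*, at -3.08 (adjusted p = 0.000699), *PHO84*, at -2.88, and *PHO12*, at -2.72, fell most. No gene met these criteria in *atg18∆*.

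**Figure D2:**
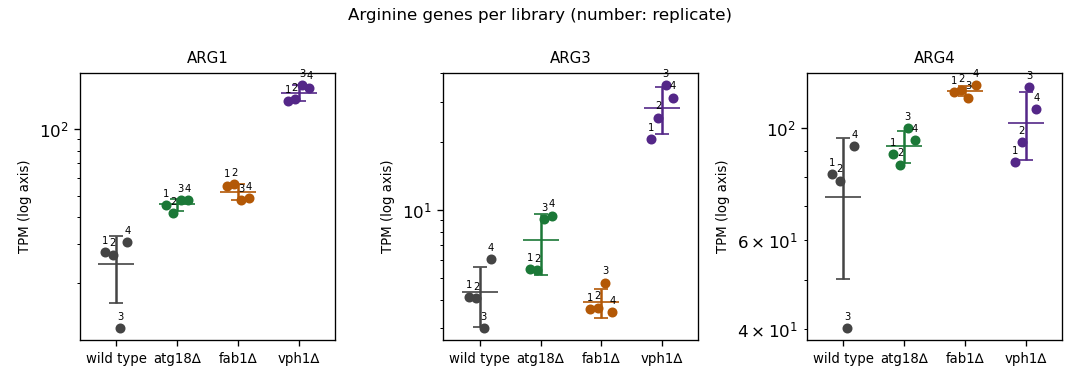
TPM of *ARG1*, *ARG3* and *ARG4* in each of the 16 libraries on a logarithmic axis, with points marked by replicate number and the mean ± SD of each strain. All *atg18∆*, *fab1∆* and *vph1∆* libraries lie above every wild-type library for *ARG1*, and *ARG3* is at 28.2 on average in *vph1∆* against 4.31 in wild type.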

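The arginine biosynthesis list had an NES of 2.28 in *atg18∆* (adjusted p = 0.000566) and 1.98 in *vph1∆* (adjusted p = 0.00065), and 1.14 in *fab1∆*, which did not pass (adjusted p = 0.31). Its mean log2(TPM + 1) was 4.22 ± 0.504 in wild type (SD, n = 4) and rose by 0.51 in *atg18∆*, 0.44 in *fab1∆* and 1.15 in *vph1∆*. After median scaling the rises were 0.25, 0.16 and 0.87, within replicates 1 and 2 they were 0.18, 0.26 and 0.84, and within replicates 3 and 4 they were 0.84, 0.62 and 1.46. The rises over all replicates were 0.26, 0.20 and 0.91 without wild-type replicate 3. The mean was above the wild-type mean in 4 of 4 libraries of each mutant, and above every wild-type library in 2, 3 and 4 of them. By two-sided exact permutation tests the difference reached p = 0.0286 in *vph1∆*, and p = 0.0857 in *atg18∆* and p = 0.0571 in *fab1∆* lay above the threshold. Of its 9 genes, 0, 3 and 5 passed the threshold over all genes and 3, 4 and 8 when adjusted over the list alone.

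Other lists related to nitrogen were tested in the same libraries. The 17 genes under nitrogen catabolite repression had an NES of 1.09 in *atg18∆* (adjusted p = 0.46), 1.75 in *fab1∆* (adjusted p = 0.0014) and 0.88 in *vph1∆* (adjusted p = 0.737). In *fab1∆* their mean rose by 0.82 and was above every wild-type library in 4 of 4 libraries. The arginine catabolism list holds *CAR1* and *CAR2*, with an NES of 1.18, 1.40 and 1.18, and none of these passed. In *fab1∆* it passed under 13 of 26 alternatives, among them the replicate numbers as a block (1.44) and fry. As single genes, *CAR1* rose by 1.29 in *fab1∆* (adjusted p = 0.000688) and 1.06 in *vph1∆* (adjusted p = 0.0154), and *CAR2* by 1.83 in *fab1∆* (adjusted p = 0.000275). The call of *CAR1* in *vph1∆* was lost without *vph1∆* replicate 2. For 37 genes of amino acid biosynthesis outside arginine the NES was 1.56 in *atg18∆* (adjusted p = 0.0508), 0.94 in *fab1∆* (adjusted p = 0.737) and 1.61 in *vph1∆* (adjusted p = 0.0178). The call in *vph1∆* was lost without wild-type replicate 4 or *vph1∆* replicate 1 (NES 1.50 in both). In *atg18∆* this list passed under 13 of 27 alternatives, among them the replicate numbers as a block (1.81), median scaling (1.95) and quantile normalization (2.11). It also passed there without wild-type replicates 1 (2.01) and 2 (1.84) and *atg18∆* replicates 3 (1.76) and 4 (1.79).

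Genes past the threshold in all 3 mutants in the same direction numbered 2, *RGI1* and *YER067C-A*. *RGI1* rose by 1.24, 2.32 and 0.73 in *atg18∆*, *fab1∆* and *vph1∆*, and *YER067C-A* by 1.20, 2.19 and 0.58. Without wild-type replicate 3 there were 5, *ARG1* among them. With median scaling, and also with quantile normalization, there were 3, *ARG1* among them and neither *RGI1* nor *YER067C-A*. From the pathways and genes shared by the mutants, the paper proposes that cells unable to oscillate vacuolar pH have in common a perceived nitrogen imbalance and raised expression of arginine biosynthetic genes.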

Atg18 is an important component of the autophagic machinery which, together with Atg2, has a key role in autophagosome expansion^33^. We wondered whether defective autophagy might be playing a role in upregulation of *ARG1* and *ARG3 in atg18∆* cells. To explore this, we re-analyzed previously published messenger RNA expression data from 1,484 knockout yeast strains^34^ and extracted mRNA fold changes in autophagy knockout strains relative to wild-type cells, focusing on transcriptional changes in arginine biosynthetic genes. These data show no significant changes in *ARG1* or *ARG3* mRNA in 23 strains lacking key components of the autophagy process (Extended Data Fig. 5a), suggesting that *atg18∆* cells upregulate ARG1 and ARG3, which is independent of defects in autophagy.

The arginine biosynthetic pathway is noted for the direct regulation by arginine at the enzyme level, the transcriptional level and the translational level^35^. The first five steps of arginine biosynthesis take place in the mitochondrion, whereas the final three steps, catalyzed by Arg1, Arg3 and Arg4, take place in the cytoplasm. Arginine’s central role in nitrogen metabolism, its strong accumulation in the vacuole and the upregulation of key cytoplasmic players in arginine biosynthesis led us to wonder whether vacuolar pH oscillations are important for supplying the cytoplasm with arginine under conditions of excess alanine, aromatic, or branched-chain amino acids. 

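The argininosuccinate lyase gene *ARG4* (YHR018C) lies on chromosome VIII from 140011 to 141402. Its TPM was 72.9 ± 22.6 in wild type, 91.9 ± 6.65 in *atg18∆*, 118 ± 2.82 in *fab1∆* and 102 ± 15.6 in *vph1∆* (SD, n = 4 each). Its log2 fold change was 0.39 in *atg18∆* (adjusted p = 0.294), 0.75 in *fab1∆* (standard error 0.19, adjusted p = 0.00877) and 0.53 in *vph1∆* (adjusted p = 0.127). Without wild-type replicate 3 these changes were 0.13, 0.49 and 0.27. All 4 *fab1∆* libraries were above every wild-type library (two-sided exact permutation test, p = 0.0286). In *vph1∆* it passed the threshold without wild-type replicate 4, where it was 0.66, and with array weights, where it was 0.36.

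The 3 cytoplasmic genes changed by different amounts between the mutants. *ARG3* was higher in *vph1∆* than in *fab1∆* by 2.55 (adjusted p = 6.63e-07) and than in *atg18∆* by 1.82 (adjusted p = 0.000196), and lower in *fab1∆* than in *atg18∆*, at -0.74 (adjusted p = 0.0309). *ARG4* differed by 0.36 between *fab1∆* and *atg18∆* (adjusted p = 0.286), by 0.14 between *vph1∆* and *atg18∆* (adjusted p = 1) and by -0.22 between *vph1∆* and *fab1∆* (adjusted p = 0.606).

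The other 6 genes of the arginine list were examined in the same way. In *vph1∆*, *ARG5,6* rose by 1.45 (adjusted p = 0.00158), *ARG8* by 0.97 (adjusted p = 0.0128) and *CPA1* by 0.90 (adjusted p = 0.0292). Without wild-type replicate 3 these rises were 1.21, 0.735 and 0.57. The call of *CPA1* was lost without *vph1∆* replicate 2, 3 or 4, and that of *ARG8* without *vph1∆* replicate 3. *ARG7* passed the threshold in *fab1∆*, where it rose by 0.64 (adjusted p = 0.0188), and did not pass without *fab1∆* replicate 2. None of the 6 passed in *atg18∆*, where their changes ran from 0.16 for *ARG2* to 0.68 for *ARG5,6*. After median scaling *ARG2* was at -0.096 in both *atg18∆* and *fab1∆*, and *ARG8* was at -0.23 in *fab1∆* against 0.050 before scaling and -0.19 without wild-type replicate 3. With quantile normalization *ARG8* passed the threshold as lower in *fab1∆*, at -0.29 (adjusted p = 0.0423).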

To see whether the transcriptional induction of these key cytoplasmic enzymes was recapitulated at the protein level, we tagged ARG1 and ARG3 with mNeon. In particular, *atg18∆* cells were analyzed because of their relatively benign growth phenotype. We found that Arg1 was indeed upregulated ~1.8-fold in *atg18∆* cells grown in conditions where vacuolar pH oscillations were normally induced (Fig. 6c, SDC). A similar, but less pronounced (1.3-fold), upregulation of Arg3 was also observed (Extended Data Fig. 5b). In medium lacking amino acids (YNBD), where Arg1 is already highly expressed, there was only a slight (1.1-fold) upregulation of Arg1 in *atg18∆* cells compared to wild-type cells (Fig. 6c).

We then asked whether the upregulation of Arg1 in *atg18∆* was induced by particular amino acids. We found that, for each single amino acid added, the magnitude of induction of Arg1 in *atg18∆* relative to wild-type cells was correlated with the corresponding oscillatory vacuolar pH amplitude. This analysis revealed a clear correlation in which alanine, aromatic and branched-chain amino acids individually produced the strongest induction of Arg1 (Fig. 6d), while together all amino acids (SDC) produce the maximal induction. This suggests that amino acids that induce Arg1 expression in *atg18∆* are the same that induce vacuolar pH oscillations and that there is an additive effect of all amino acids on Arg1 induction.

From these results we propose that cells are using vacuolar pH oscillations to fine tune their arginine biosynthetic capacity in response to changes in cytoplasmic alanine, branched-chain and aromatic amino acid availability. When faced with the inability to access a vacuolar pool of arginine, cells downregulate ribosomal proteins, reduce their mitochondrial function and attempt to upregulate cytoplasmic arginine biosynthesis.

### Vacuolar pH regulation contributes to cell size control

Emerging evidence suggests that dynamic changes in amino acid levels support changes in protein synthetic capacity as cells transit through the cell cycle^36,37^. Given this, the apparent coordination of arginine biosynthesis with alanine, aromatic and branched-chain amino acid availability (Fig. 6d) and our observation that the vacuole is most alkaline just before cell division (Fig. 1c and Extended Data Fig. 1b), led us to ask whether vacuolar pH oscillations impact aspects of cell cycle regulation. Specifically, we examined the well-established coordination of cell birth size and the time it takes for that newborn cell to commit to a DNA replication event^38,39^. This was tested by determining whether mutant cells that lack the ability to release amino acids from the vacuole during the cell cycle have defects in these coordinated events.

To measure cell size, we labeled the plasma membrane with mRuby2 fused to the first 28 residues of the palmitoylated plasma membrane-associated phosphatase, Psr1. To minimize phototoxicity over the imaging period we used a custom-built, single-objective lightsheet microscope^40^ to capture full volumetric data as the cells grew exponentially in SDC. We quantified the volume of the daughter cell when it separated from its mother and the growth that the daughter underwent before initiating the formation of a new bud (relative G_1_ duration). The scaled G_1_ duration was negatively correlated with the cell size at birth in wild-type cells (Fig. 7a, blue circles, and Supplementary Video 12; slope ~−1.0, *P* = <1 × 10^−4^). Thus, as previously described^39^, the G_1_-to-S transition in these wild-type yeast cells operated under a size control regime; however, in *atg18∆* cells there was a breakdown in the size control (Fig. 7a, red triangles, and Supplementary Video 13; slope ~−0.2, *P* = 0.49). That is, the slope of the scaled G_1_ duration versus log-transformed cell size at birth was ~−0.2 in *atg18∆* instead of ~−1.0 as seen in wild-type cells (*P* = 2.3 × 10^−2^, *F*-test, wild-type versus *atg18∆* slope). This suggests that proper size control in yeast relies, at least in part, on the cell cycle regulated coordination of amino acid pools generated by the dynamic control of vacuolar pH.

**Fig. 7:**
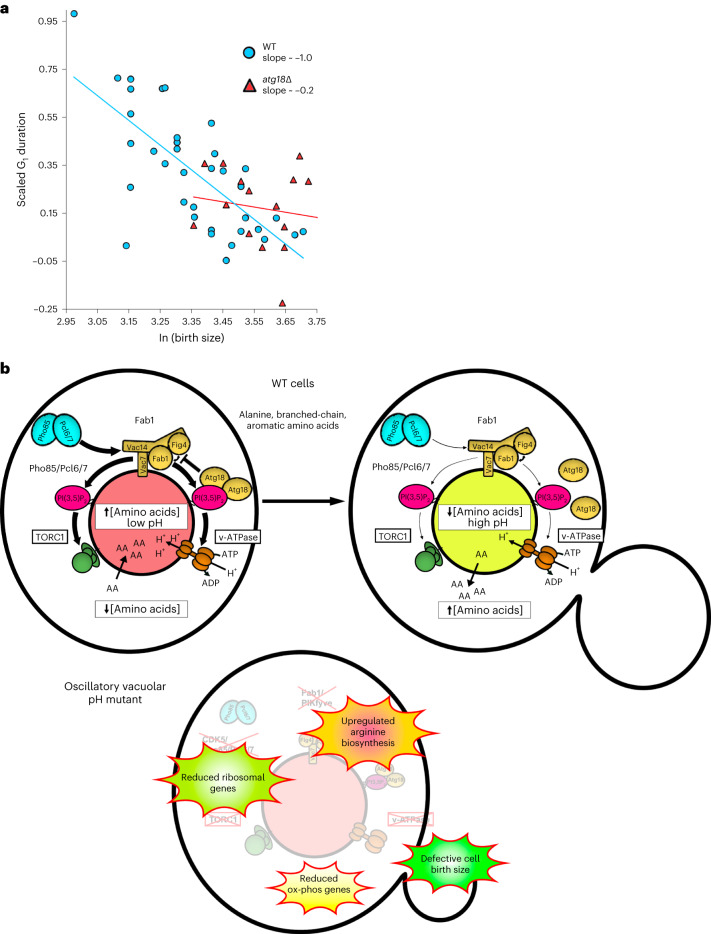
Cell cycle-linked vacuolar pH dynamics contribute to cell size control. **a**, Plot of relative growth in G_1_ versus ln(birth size) in wild-type (blue circles) and *atg18∆* (red triangles). Slope of the linear regression is indicated for each strain in the inset. **b**, A schematic model shows the regulation of vacuolar pH as WT cells grow in the presence of alanine, branched-chain and aromatic amino acids (AAs). In unbudded cells (left), vacuolar pH is more acidic, which drives the accumulation of amino acids in the lumen of the organelle. As cells grow (right), the organelle becomes less acidic and releases amino acids into the cytoplasm. pH regulation requires Pho85/Pcl6/Pcl7-dependent stimulation of the Fab1 complex to produce PtdIns(3,5)P_2_, which recruits Atg18 and reciprocally activates TORC1 and the v-ATPase. During growth, PtdIns(3,5)P_2_ levels at the vacuole drop, which in turn downregulates both TORC1 and v-ATPase leading to an increase in vacuolar pH and efflux of vacuolar stored amino acids. Mutant cells unable to oscillate vacuolar pH during growth (bottom) downregulate ribosomal and mitochondrial genes and upregulate arginine biosynthesis to attempt to maintain homeostasis. These events lead to dysregulated coordination of cell size and timing for the initiation of DNA replication. ox-phos, oxidative phosphorylation. Source data

## Discussion

Microorganisms and many metazoan cell types are tuned to take up nutrients when available and to coordinate this with rapid growth. As a result, homeostatic mechanisms have evolved to maintain appropriate levels of cellular metabolites despite being faced with fluctuating nutrient availability and/or cellular demand (for example growth and protein secretion). Recent work in tissue culture with mammalian cells^41^ identified that amino acid uptake and storage within lysosomes during nutrient-replete conditions was critical to support translation during nutrient starvation; however, it is less clear whether amino acid compartmentalization in actively growing cells is important^42^.

The present study reveals a new and unexpected layer of regulation of vacuolar pH and amino acid homeostasis in unstressed, growing cells. We find that cells growing in the presence of alanine, branched-chain or aromatic amino acids undergo regular vacuolar alkalinization and reacidification events once per cell cycle (Fig. 7b). We propose that cells possess cytoplasmic amino acid-sensing mechanisms that integrate diverse intra- and extracellular metabolic cues (glycolytic versus respiratory carbon source and amino acid type; see Fig. 2) to sequester and then mobilize amino acids through dynamic modulation of vacuolar pH in an attempt to maintain amino acid homeostasis during cell growth. Consistent with a role for carbon source metabolism in amino acid homeostasis, it has been reported that carbon catabolite repression is functionally intertwined with amino acid metabolism through TORC1 signaling^43^.

Our data suggest that cells use internal pools of stored amino acids as a buffer to support multiple cell systems including translation, mitochondrial function and cell size. We propose that if cells are unable to dynamically regulate vacuolar pH in the presence of certain extracellular amino acids they may be unable to liberate vacuolar pools of amino acids such as arginine. This deficit leads to reduced translational capacity through downregulation of ribosomal transcript levels, reduced mitochondrial function by downregulating oxidative phosphorylation genes (Fig. 6a) and consequently dysregulated coordination of cell size and timing of G_1_ (see Fig. 7a). The maintenance of translational capacity and/or mitochondrial function during cell growth may impact the translation of key cell cycle regulatory proteins such as the important regulator of the G_1_-to-S transition, Cln3 or through the regulation of other cell cycle steps that sense metabolite/amino acid levels of the cell^44–46^.

In addition, the sequestration of amino acids in the vacuole may be important in another way for cellular homeostasis: prevention of amino acid imbalance during nutrient abundance in the environment. Such imbalances can impact a number of cellular processes. Amino acid imbalances can lead to transfer RNA mischarging and consequently mistranslation^47^. Furthermore, amino acid concentration and codon optimality are a major driving source of mRNA stability^48^. Amino acid imbalances can also alter flux through anabolic pathways due to feed-forward inhibition^35^. Recently it was shown that excess cysteine in the cytoplasm leads to collapse of iron–sulfur cluster biogenesis and mitochondrial health during the aging process^4^.

The detailed mechanism of how vacuolar acidity is lost and then regained during cell growth is likely to be mechanistically complex. Our data show a role for the v-ATPase, TORC1, Pho85 (or CDK5) and PtdIns(3,5)P_2_ generation in regulating vacuolar pH dynamics during the cell cycle (Fig. 7b). Our observation that the PtdIns(3,5)P_2_ binding protein and regulator of the Fab1 complex, Atg18, is dynamically recruited to the vacuolar limiting membrane suggest that the key regulatory lipid species PtdIns(3,5)P_2_ may be oscillating in growing cells (Fig. 4a). While compromising the core Fab1 kinase complex leads to lower PtdIns(3,5)P_2_ levels and compromising Atg18 function leads to higher PtdIns(3,5)P_2_ levels, both individual perturbations block vacuolar pH oscillations. This suggests that the appropriate cycling of PtdIns(3,5)P_2_ is essential to coordinate different phases of vacuolar acidification and alkalinization, though it is also possible that Atg18 may be playing a more direct role in regulating amino acid release from the vacuole. The importance of PtdIns(3,5)P_2_ in regulating the v-ATPase and TORC1 and the role of the nutrient-responsive CDK Pho85 for modulating Fab1 activity, suggests there is a rich regulatory network that will require further mechanistic dissection. Moreover, the fact that all these biological pathways are highly conserved raises the possibility that lysosomal pH and lysosomal metabolite mobilization may be dynamically regulated in other eukaryotes. In particular, we expect these dynamics to be important in conditions where an increased demand for protein synthesis or other aspects of cellular metabolism provides an advantage for rapid cell growth, such as embryogenesis, cancer and the activation of quiescent stem cells.

Recent work suggests that amino acid biosynthetic pathways are optimized to particular stages of the cell cycle to support the translation of proteins with skewed amino acid compositions^37^. We propose that yeast are also using vacuolar pH regulation and amino acid mobilization to augment these attempts to maintain translational capacity during the cell cycle (Fig. 7b). Remarkably, our results suggest that the inability to oscillate vacuolar pH results in a dysregulation of the well-established control of size homeostasis in yeast. While the exact mechanism of size control remains controversial^36,44,49–51^, our data suggest that dynamic vacuolar pH regulation and its potential impact on cytoplasmic pH^52^ may be playing an important role.

Collectively, this work identifies a new model for dynamic regulation of the metabolite storage capacity of an organelle at the center of many critical cellular pathways. Given the importance and high degree of conservation between humans and yeast in all the pathways identified in the work described here, it is worth noting that mutations in the conserved Fab1, v-ATPase and TORC1 complexes all have impacts on human health^53–55^, raising the possibility that defects in the dynamics of amino acid storage in the lysosome-like vacuole might underlie aspects of the mechanisms of initiation or progression of a variety of human diseases.

## Methods

### Strains, plasmids, growth medium and pharmacological treatments

#### Yeast strains

All strains used in this study are shown in Supplementary Table 1. All prototrophic strains are derived from the DHY background^56^. All knockout and gene-tagged strains were made in a diploid DHY parent strain and haploid strains were generated by sporulation, tetrad dissection and verification of the segregation of the appropriate markers. All deletion strains were made using the dominant drug resistance markers described by the Knop group^57^. c-Terminal mNeon-tagged proteins were made by amplifying an integration cassette from pKT127-mNeonGreen. Strains harboring reporters for monitoring vacuolar pH were made by integrating the construct at the HO locus as described^58^ using the plasmids designated as ‘pHO’ below. Strains harboring genomically encoded mCherry-Atg18 were made by amplifying a PCR fragment containing the NatMX cassette followed by the ADH1 promoter region and mCherry. The entire fragment was integrated at the 5′ end of the native Atg18 locus and verified by PCR. Strains expressing Psr1-mRuby2 were made by amplifying plasmid pADH1pr-PSR1-mRuby2 with primers that allow the insertion of the construct into an empty region of chromosome I (199,458–199,459) in a *ura3*^−^ DHY WT strain. Strains harboring *fab1-21a* and *vac7-7a* were made by amplifying a PCR fragment containing the NatMX cassette following the mutant variants of each gene. Each fragment was integrated at the native Fab1 or Vac7 locus, respectively.

#### Plasmids

pKT127-mNeonGreen was made by amplifying mNeonGreen with PacI and AscI sites and replacing eGFP in pKT127-eGFP^59^.

pHO-KanMX-TEF1prom-CPYleader-v-SEP-mCherry was made by first creating a donor plasmid that contained the first 50 amino acids of CPY (Prc1) introduced by annealing complementary oligonucleotides flanked by XbaI and SpeI sites and v-SEP flanked by SpeI and XhoI sites. The CPYleader-v-SEP fragment was then amplified by PCR to contain flanking BamHI and XhoI sites and cloned into p416TEF^60^ using those sites. The TEFprom-CPYleader-v-SEP-CYCterm was then amplified and cloned into pHO-KanMX^58^ using SmaI. Yeast codon optimized mCherry (yemCherry) was then cloned downstream and in frame of v-SEP using HiFi DNA assembly (NEB) according to the manufacturer’s protocol.

pHO-NatMX-TEF1prom-CPYleader-v-SEP-mScarlet was made by replacing the KanMX cassette of pHO-KanMX with NatMX using a fragment of DNA digested from pFA6a-NatMX-NT2^57^ flanked by AscI and EcoRI. Yeast codon optimized mScarlet (yemScarlet) was then cloned downstream and in frame of v-SEP using HiFi DNA assembly (NEB) according to the manufacturer’s protocol.

pUC19-ADH1pr-mCherry-Atg18 was made by first amplifying the NatMX-NT2 cassette from pFA6a-NatNT2^57^ flanked by EcoRI and SacI restriction enzyme sites and cloning it into pUC19. The rest of the construct was constructed sequentially such that the final construct contained the ADH1 promoter flanked by SacI and XbaI sites, the yemCherry fluorophore flanked by XbaI and SalI sites and the *ATG18* ORF flanked by SalI and SacI. The yemCherry and *ATG18* ORF are separated by a 6× glycine linker that was introduced by PCR.

pADH1pr-PSR1-mRuby2 was made by replacing ratiometric phluorin (RMP) in pADH1pr-PSR1-RMP^61^ with mRuby2 using the flanking PacI and AscI sites. This plasmid is marked by a URA3 selection cassette.

Plasmids containing *fab1-21a* or *vac7-7a* with their native promoter and terminator flanked by NotI and SbfI sites were synthesized by Twist Bioscience and cloned into pUC19. NatMX was amplified with flanking SbfI sites and cloned downstream.

All oligos used to construct yeast strains and plasmids are listed in Supplementary Table 2.

All constructs were verified by Sanger sequencing.

#### Growth medium

SDC contained SC supplement mix (Sunrise) YNB + nitrogen (ammonium sulfate) mix (Sunrise) and 2% dextrose, pH 4.5. This medium was consistently pH ~4.5 without any additions. YNBD contains YNB + nitrogen (ammonium sulfate) mix (Sunrise) and 2% dextrose and was adjusted to pH ~4.5 with the addition of KOH to match SDC. All individual amino acid addback medium used 85.6 mg l^−1^ amino acids except for leucine which was 173.4 mg l^−1^. All individual amino acid addback medium was adjusted to pH ~4.5. SCEG contained SC supplement mix (Sunrise) YNB + nitrogen (ammonium sulfate) mix (Sunrise), 2% glycerol and 3% ethanol, pH 4.5. All experiments and yeast cell growth were performed at room temperature.

#### Pharmacological treatments

Rapamycin (Fisher) was resuspended to 1 mg ml^−1^ in 90% ethanol/10% Tween-20 and used at a working concentration of 1 µg µl^−1^ in SDC. Concanamycin A (MiliporeSigma) was resuspended to 1 mg ml^−1^ in dimethylsulfoxide (DMSO) and used at a working concentration of 1 µg ml^−1^ in SDC. For all treatments, cells were grown in microfluidics devices for 9 h in untreated medium and then flow of drug containing-medium was automatically initiated by the microfluidics system described below.

### Microfluidics

Cells were cultured in the appropriate medium for 24 h and then diluted to an appropriate OD_600_ such that after 12–16 h of growth the cell density was between OD_600_ 0.05–0.1 the next day. This served two purposes: to achieve the appropriate cell-loading density and to limit medium acidification in the starter culture. Cells were loaded into a CellASIC ONIX plate for haploid yeast cells (Y04) and the appropriate medium was flowed over the cells (21 kPa) using a CellASIC ONIX2 microfluidic system (Millipore) for 1,000 min.

For the data presented in Fig. 1d, a custom microfluidic platform^9^ was used to image v-SEP and mCherry fluorescence every 5 min for ~1,000 min.

### Microscopy

#### Wide-field fluorescence imaging in CellASICs devices

v-SEP and mCherry fluorescence was recorded on a Nikon Ti equipped with an Andor Neo sCMOS camera, standard FITC/TRITC filter sets, a Sola 6 LED light source (Lumencor) and a ×60 objective. All data were acquired as single medial focal plane images with fluorescence and brightfield data acquired every 2 min using a 50-ms exposure with 12% incident light intensity for v-SEP and 150-ms exposure with 12% incident light intensity for mCherry.

#### FLIM imaging of v-mScarlet

Cells expressing v-mScarlet were grown in SDC and fluorescence lifetime data were collected using a Leica SP8 point-scanning confocal microscope equipped with an LSM/FLIM module (PicoQuant) for time-correlated single photon counting. To avoid phototoxicity, we imaged continuously at very low laser intensity. We used a HC PL APO CS ×100/1.4 NA objective, illumination from a tunable white light laser at 40 MHz with a 561 excitation filter, a pixel size of 151.96 nm and a 97.65-μs dwell time. The 256 × 256-pixel images were collected using an open pinhole on a HyD SMD detector with an emission window of 581–750 nm. Each image required 26 s to acquire. We used Picoquant software to display the average photon arrival time, binning four images in time and applying two-dimensional smoothing of 500 nm.

#### BCECF imaging in CellASICs devices

Cells were grown in SDC as noted above and treated with 5 µM BCECF (Thermo Fisher). BCECF fluorescence was recorded on a Leica DMi8 equipped with a pco.edge 4.2 camera (pco), a SpectraX LED light source (Lumencor) and a ×60 objective. Both pH-sensitive and insensitive BCECF fluorescence was obtained using a 540/21 emission filter and a FF444/520/590-Di01 dichroic mirror (Semrock). pH-insensitive fluorescence was obtained illuminating the sample with a 427/10 bandpass filter and pH-sensitive fluorescence used a 540/21 bandpass filter. For both fluorescence signals, incident light was attenuated to 30% power and an exposure times of 45 ms was used.

#### 4cnTrp imaging by confocal microscopy

Cells were grown in YNBD + 4cnTrp (85.6 mg l^−1^) as described above. v-SEP and 4cnTrp fluorescence was recorded on a Leica DMi8 equipped with an ORCA-Flash4.0 camera (Hamamatsu), standard FITC/DAPI filter sets, a Sola light engine (Lumencore) and a ×100 HC PL Apo TIRF objective. All data were acquired as single medial focal plane images with fluorescence and brightfield data acquired every 2 min using a 25-ms exposure with 15% incident light intensity for v-SEP and 200-ms exposure with 15% incident light intensity for 4cnTrp.

#### Wide-field fluorescence imaging of v-SEP in open chambered slides

Cells were grown in SDC as described above and allowed to settle for 5 min on a 24 × 60 mm no. 1 glass coverslip that was coated with 0.1 mg ml^−1^ concanavalin A (Fisher). A ring of vacuum grease was used to make an open well around the cells. After settling, unattached cells were washed away with fresh medium and an excess of fresh medium was added to the well (~500 µl). v-SEP fluorescence was recorded on a Nikon Ti equipped with an Andor Neo sCMOS camera, standard FITC filter sets, a Sola 6 LED light source (Lumencor) and a ×60 objective. All data were acquired as single medial focal plane images with fluorescence and brightfield data acquired every 2 min using a 50-ms exposure with 12% incident light intensity for v-SEP.

#### Single-objective lightsheet microscopy of Psr1-leader-mRuby2

A SOLS microscope with a Nikon ×100 1.35 silicone primary objective was used to collect single color volumetric time-series data (see elsewhere^40^ for microscope configuration details). For fluorescence excitation and emission, a 561-nm laser (Coherent OBIS LS 80 mW) was used in conjunction with a quad-band dichroic (Chroma ZT405/488/561/640rpcv2) and longpass emission filter (Chroma LP02-561RU). In total, 240 volumes were taken per dataset at 300-s intervals with a voxel size of (116 × 116 × 469) nm^3^ (108 slices per volume and 1,060 × 548 pixels per slice in practice). Each image slice was taken with a 100-ms exposure and relatively low laser power to minimize photodamage (5% setting + Thorlabs NDE10A absorptive filter).

### RNA-seq

Duplicate cultures on two separate days (four replicates total) were grown in the appropriate medium to OD_600_ = 0.05, collected by filtration onto MF Membrane filters (Millipore, HAWP02500) and snap-frozen in liquid nitrogen. Frozen cells were processed as described elsewhere^62^. Briefly, cells were resuspended in 200 µl lysis buffer (10 mM Tris, pH 8.0, 0.5% SDS and 10 mM EDTA) and separated from the filter disks. Then, 200 µl Acid Phenol, pH 4.3, was added and the samples were vortexed for 30 s. The samples were incubated at 65 °C for 1 h in a Thermomixer with intermittent shaking (2,000 r.p.m. for 1 min every 15 min). Then, 400 µl 100% ethanol was added and the RNA was purified using the Direct-zol RNA Miniprep Plus kit (Zymo Research) according to the manufacturer’s protocol, including the DNase digestion step. RNA integrity was assessed using an Agilent Bioanalyzer and one WT sample was eliminated from analysis because the RNA was of insufficient quality.

RNA-seq analysis was executed and visualized using an in-house, web-based platform, consisting of the following steps. Sequencing quality control was performed using FastQC (v.0.11.5). Transcript expression was then quantified using Salmon^63^ (v.0.9.1) in pseudo-alignment mode, without adaptor trimming, producing transcript-per-million estimates, using the Ensembl (SacCer3) transcriptome. Differential expression analysis was performed in R using the Sleuth package^64^ (v.0.29.0), producing gene-level effect sizes and *q* values for *atg18∆*, *vph1∆* and *fab1∆* versus WT. The list of genes ranked by *q* value was then used to perform GSEA using the fgsea package^65^ (v.1.4.1). RNA-seq data are deposited at the Gene Expression Omnibus (GSE236913).

### Flow cytometry

Cells were grown overnight in the appropriate medium, diluted in fresh medium to OD_600_ = 0.03–0.05 and grown for 2–3 h. Cells were stained in medium with 1 µM SYTOX Blue (Thermo Fisher) for 5 min and then analyzed on a BD LSRFortessa X-20 Cell Analyzer equipped with the appropriate laser lines and emission filter sets. FACS data were collected with FACSDiva software (v.9.0). At least 30,000 cells per growth medium were analyzed from several separate days. A representative gating strategy for one sample (WT cells expressing Arg1-mNeon growing in YNBD) is presented in Extended Data Fig. 6. Live cells were gated using the SYTOX Blue signal (gate 4, Extended Data Fig. 6). All cytometry data were analyzed by FlowJo (v.10.8.1). Two-sided *t*-tests were performed in R (v.4.1.2) and normality of data was assumed due to the large sample size.

### Microscopy data analysis and measurements of v-SEP pH sensitivity

#### Population level oscillatory vacuolar pH amplitude estimation

Data from microfluidics experiments were processed with Fiji (1.53k) and the TrackMate plugin (v.6.0.3). To process data for analysis in TrackMate, timelapse data were background subtracted using rolling ball subtraction with a radius of 50 pixels and then registered using the StackReg^66^ plugin. TrackMate was then used to segment vacuoles (LoG detector: estimated blob diameter of 27 pixels, threshold of 0.3) and track their fluorescence in time (Linear Motion Lap tracker: initial search radius of 25 pixels, search radius of 20 pixels)

The TrackMate outputs were analyzed using custom-built R scripts. In brief, individual fluorescence intensity traces were selected such that there were at least 500 min of data, the data were detrended using a time-series linear model (forecast::tslm), PSD analysis was performed (Genecycle::periodogram) on the detrended data and the maximum amplitude and the period of the maximum amplitude was noted for each trace. This process was iterated over all of the data from any particular growth condition. The median maximum amplitudes and 95% CI from each growth condition or mutant were calculated using the datawizard::describe_distribution (data, centrality = ‘median’, ci = TRUE)) function in R (v.4.1.2 (2021-11-01)).

#### pH sensitivity of v-SEP in situ

BY4741 yeast expressing v-SEP from a p416 plasmid with a GAP promoter and CYC1 terminator were grown overnight in 10 ml SC medium without uracil. Samples were spun down, washed and resuspended in 500 µl water. Then, 10 µl of the resuspension were combined with 90 µl Carmody^67^ buffer at different pH in a 384-well plate and permeabilized using 1 µl of 10% digitonin in DMSO. Excitation spectra were collected in a SpectraMax i3x spectrophotometer from below the sample.

#### pH sensitivity of 4cnTrp

4cnTrp was added to a buffered pH series^67^ in glass-bottomed plates (Corning) and fluorescence (Ex. 360/20, Em. 460/30) was measured with a CLARIOstar Plus plate reader from the top of the plate.

#### BCECF pH calibration in situ

BCECF calibration curves were obtained by permeabilizing yeasts in 50 mM MES, 50 mM Hepes, 50 mM KCl, 50 mM NaCl, 0.2 M ammonium acetate, 10 mM NaN_3_, 10 mM 2-deoxyglucose and 50 µM FCCP. The pH of the buffer was adjusted in increments of 0.5 pH units and images were acquired using the same microscope acquisition settings used for the timelapse described above.

#### Cell size determination using Psr1-mRuby2

3D volumetric data were maximum intensity projected and the cell’s long axis and short axis were measured after separating from its mother. Cell volume was calculated using the formula for a volume of an ellipsoid V = (4/3) × (long axis) × (short axis)^2^. The scaled G_1_ duration was calculated as elsewhere^68^. Statistical tests for significance of the slope of the linear regression and comparison of WT and *atg18∆* data were determined using GraphPad Prism 9.

### Statistics and reproducibility

No statistical method was used to predetermine sample size and no data were excluded from the analyses. All statistical tests used for analysis are included in the Methods or in the Source Data files for each figure. Data were highly reproducible both at the biological and technical levels.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary YouTube links

Supplementary Videos 1–8 **Supplementary Video 1. v-SEP-mCherry fluorescence in cells grown in SDC**. v-SEP (left), mCherry (middle) intensity over time in cells growing in SDC in CellASICs devices imaged every 2 min. Merged signals are shown on the right (v-SEP in green and mCherry in magenta). **Supplementary Video 2. v-SEP fluorescence in cells grown in SDC**. v-SEP fluorescence (left) over time plotted (right) from vacuoles from two representative cells growing in SDC highlighted with orange and blue circles. **Supplementary Video 3. v-SEP fluorescence in cells grown in batch and imaged after settling onto coverglass**. Timelapse data of v-SEP fluorescence in cells adhered to a glass coverslip directly from a batch grown SDC culture. **Supplementary Video 4. Fluorescence lifetime of v-mScarlet in cells grown in SDC**. Fluorescence lifetime imaging of vacuolar targeted mScarlet growing in SDC. Fluorescence lifetimes are pseudo-colored and overlaid on brightfield images with longer lifetimes represented in magenta and shorter lifetimes in green, corresponding to higher and lower pH respectively. **Supplementary Video 5. BCECF fluorescence in cells grown in SDC**. Timelapse data show brightfield and the ratiometric signal of vacuolar accumulated BCECF in cells growing in SDC. **Supplementary Video 6. v-SEP fluorescence in cells grown in YNBD**. v-SEP fluorescence (left) over time plotted (right) from vacuoles from two representative cells growing in YNBD (defined medium with glucose but without amino acids) highlighted with orange and blue circles. **Supplementary Video 7. v-SEP fluorescence in cells grown in SCEG**. Timelapse data show v-SEP fluorescence in cells growing in SCEG (defined medium with the respiratory carbon sources glycerol/ethanol and amino acids). **Supplementary Video 8. v-SEP fluorescence in wild-type cells treated with rapamycin**. Timelapse data show v-SEP fluorescence in cells growing in SDC pre-rapamycin treatment and post-rapamycin treatment.

Supplementary Videos 9–13 **Supplementary Video 9. v-SEP fluorescence in wild-type cells treated with ConcA**. Timelapse data show v-SEP fluorescence in cells growing in SDC pre-ConcA treatment and post-ConcA treatment. **Supplementary Video 10. mCherry-Atg18 and v-SEP fluorescence in wild-type cells grown in SDC**. Timelapse data show mCherry-Atg18 (left) and v-SEP (right) fluorescence in cells growing in SDC. **Supplementary Video 11. 4cnTrp and v-SEP fluorescence in wild-type cells grown in YNBD+4cnTrp**. Timelapse data show 4cnTrp fluorescence (left) and v-SEP fluorescence (right) in cells growing in SDC pre-ConcA treatment and post-ConcA treatment. **Supplementary Video 12. Psr1-mRuby2 fluorescence in wild-type cells imaged by single-objective lightsheet microscopy**. Maximum intensity projections of full volumetric timelapse data of Psr1-mRuby2 fluorescence in wild-type cells grown in SDC. **Supplementary Video 13. Psr1-mRuby2 fluorescence in** ***atg18∆*** **cells imaged by single-objective lightsheet microscopy**. Maximum intensity projections of full volumetric timelapse data of Psr1-mRuby2 fluorescence in *atg18∆* cells grown in SDC.

Supplementary Table 1 Strains used in this study.

Supplementary Table 2 Oligonucleotides used in this study.

## Source data

Source Data Fig. 1 Source and additional data items supporting Fig. 1.

Source Data Fig. 2 Source and additional data items supporting Fig. 2.

Source Data Fig. 3 Source and additional data items supporting Fig. 3.

Source Data Fig. 4 Source and additional data items supporting Fig. 4.

Source Data Fig. 5 Source and additional data items supporting Fig. 5.

Source Data Fig. 6 Source and additional data items supporting Fig. 6.

Source Data Fig. 7 Source and additional data items supporting Fig. 7.

Source Data Extended Data Fig./Table 1 Source and additional data items supporting Extended Fig. 1.

Source Data Extended Data Fig./Table 2 Source and additional data items supporting Extended Fig. 2.

Source Data Extended Data Fig./Table 3 Source and additional data items supporting Extended Fig. 3.

Source Data Extended Data Fig./Table 4 Source and additional data items supporting Extended Fig. 4.

Source Data Extended Data Fig./Table 5 Source and additional data items supporting Extended Fig. 5.

## Data Availability

Beyond what is available in the manuscript, all data (raw and processed) and analysis tools or custom scripts will be provided by the corresponding authors upon reasonable request. Source data are provided with this paper.

# Supplementary material for: Cell cycle-linked vacuolar pH dynamics regulate amino acid homeostasis and cell growth
**Source:** Nat Metab. 2023 Aug 28;5(10):1803–19. doi: 10.1038/s42255-023-00872-1
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

µManager (ver. 2.0) was used to collect all wide-field microscopy data, custom code ([https://github.com/amsikking/SOLS\\_microscope](https://github.com/amsikking/SOLS_microscope)) was used to collect SOLS data, PcoQuant (SymPhoTime 64) was used to collect fluorescence lifetime data FACS data was collected with FACSDiva software (ver. 9.0)

#### Data analysis

Fiji (1.53k) and the Fiji plugin TrackMate (v6.0.3) was used to extract time-series data from microscopy images. R (ver. 4.1.2) was used for analysis of that time-series data. R (ver. 4.1.2) was also used to analyze FACS data. Prism (ver. 9) was used to analyze SOLS data. RNA-seq data was analyzed using FastQC (v0.11.5), Salmon (v0.9.1) and Sleuth (v0.29.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Beyond what is available in the manuscript, all data (raw and processed) and analysis tools will be provided by the corresponding authors upon reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations were performed. Generally more than 50 cell traces are used for analysis for each mutant or environmental condition. This cutoff was chosen because of the observed consistency and reproducibility of the phenotypes analyzed.                                                  |
| Data exclusions | After determination of RNA integrity using an Agilent Bioanalyzer one wild-type sample was eliminated from analysis because the RNA was of insufficient quality. This is stated in the material and methods in the manuscript.                                                                               |
| Replication     | All data was reproducible and consistent between experimental conditions and mutants. All experiments were performed at least 3 times.                                                                                                                                                                       |
| Randomization   | Samples were randomized in their position in the CellASICS microfluidics device from experiment to experiment to minimize potential technical artifacts. Amino acid add back experiments were pseudo-randomized by physico-chemical property by performing the analysis by alphabetical order of amino acid. |
| Blinding        | Blinding was not generally applicable for these studies because there was limited preconceived bias for the experimental outcome.                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                     |                                                                                              |
|---------------------|----------------------------------------------------------------------------------------------|
| Cell line source(s) | All strains used here are described in the material and methods and in Supplemental Table 2. |
|---------------------|----------------------------------------------------------------------------------------------|

|                                                                      |                                               |
|----------------------------------------------------------------------|-----------------------------------------------|
| Authentication                                                       | All founder wild-type strains were sequenced. |
| Mycoplasma contamination                                             | N/A                                           |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                           |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                   |
|---------------------------|-----------------------------------------------------------------------------------|
| Sample preparation        | This is describes in the material and methods                                     |
| Instrument                | BD LSRFortessa X-20 Cell Analyzer                                                 |
| Software                  | FACS data was collected with FACSDiva software (ver. 9.0)                         |
| Cell population abundance | At least 30,000 cells per growth medium were analyzed from several separate days. |
| Gating strategy           | Live cells were gated using SYTOX Blue signal.                                    |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Cell cycle-linked vacuolar pH dynamics regulate amino acid homeostasis and cell growth
**Source:** Nat Metab. 2023 Aug 28;5(10):1803–19. doi: 10.1038/s42255-023-00872-1
**Supplement:** Supplementary file 2 — Supplementary YouTube links

| Movie title                      | Video link                                                              |
|----------------------------------|-------------------------------------------------------------------------|
| Okreglak Nat Metab 2023 video 1  | <a href="https://youtu.be/FxD6yZapHdM">https://youtu.be/FxD6yZapHdM</a> |
| Okreglak Nat Metab 2023 video 2  | <a href="https://youtu.be/oa_k6vvBjGo">https://youtu.be/oa_k6vvBjGo</a> |
| Okreglak Nat Metab 2023 video 3  | <a href="https://youtu.be/Nj6VKtvCs7Q">https://youtu.be/Nj6VKtvCs7Q</a> |
| Okreglak Nat Metab 2023 video 4  | <a href="https://youtu.be/qEYoo35iYb8">https://youtu.be/qEYoo35iYb8</a> |
| Okreglak Nat Metab 2023 video 5  | <a href="https://youtu.be/P-Px1AHvvE0">https://youtu.be/P-Px1AHvvE0</a> |
| Okreglak Nat Metab 2023 video 6  | <a href="https://youtu.be/LnHIm79F8m0">https://youtu.be/LnHIm79F8m0</a> |
| Okreglak Nat Metab 2023 video 7  | <a href="https://youtu.be/SpozM5PJav4">https://youtu.be/SpozM5PJav4</a> |
| Okreglak Nat Metab 2023 video 8  | <a href="https://youtu.be/LW1ldhxYdUQ">https://youtu.be/LW1ldhxYdUQ</a> |
| Okreglak Nat Metab 2023 video 9  | <a href="https://youtu.be/e226Dhs3hd0">https://youtu.be/e226Dhs3hd0</a> |
| Okreglak Nat Metab 2023 video 10 | <a href="https://youtu.be/5rDD-3Aop7s">https://youtu.be/5rDD-3Aop7s</a> |
| Okreglak Nat Metab 2023 video 11 | <a href="https://youtu.be/pkQ4fgK3V5A">https://youtu.be/pkQ4fgK3V5A</a> |
| Okreglak Nat Metab 2023 video 12 | <a href="https://youtu.be/PaljMXiAC2M">https://youtu.be/PaljMXiAC2M</a> |
| Okreglak Nat Metab 2023 video 13 | <a href="https://youtu.be/SVIXEyiwwdM">https://youtu.be/SVIXEyiwwdM</a> |

How the deposited data were processed for this re-analysis (not part of the article)

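RNA was sequenced from 16 libraries, 4 each of wild-type, *atg18∆*, *fab1∆* and *vph1∆* cells, which were grown in SDC with 2% dextrose to an OD_600_ of 0.05 in duplicate on each of 2 days. The authors quantified transcripts with Salmon 0.9.1 in pseudo-alignment mode, without adaptor trimming, against the Ensembl SacCer3 transcriptome, and TPM values were used as deposited. The values of each library sum to 1000000. Read numbers are not part of the values, so the depth per sample is unknown, and precision was taken from the spread between the 4 libraries of a strain. No scaling between libraries by the authors is stated. The labels give the molecule as polyA RNA and the protocol describes no polyA selection, and this was left open.

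Conditions were taken from the labels. All 16 libraries were kept, since the paper's text does not name the wild-type sample that it eliminated. Genes with a mean TPM of at least 1 over the 16 libraries were kept, 6404 in all, and log2(TPM + 1) was fitted in R 4.3.3 with limma 3.58.1, with a mean for each strain, a variance trend in the empirical Bayes step, and Benjamini-Hochberg adjustment over all genes tested at a threshold of 0.05. This replaces the paper's sleuth test, which needs read counts and bootstraps. Comparisons between mutants came from the same model. Single values were compared by two-sided exact permutation tests, for which the smallest p is 0.0286 with 4 libraries against 4 and also with 4 against 3. On simulated data with 200 changed genes, 188 were called, 94% of them, and 14 unchanged genes were called, 6.93% of the calls. No gene was called in 2 simulated mutants without change, and 2 of 2 shifted lists and 0 of the unshifted lists were called. The simulated noise was drawn independently for each gene and library, and the lists were drawn at random. These counts therefore do not measure errors from trends across genes, an outlying library or correlation within a list.

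Gene lists were written by hand before the data were examined, because the KEGG sets are not among the data. The 5 lists of the paper's pathways were arginine biosynthesis, alanine, aspartate and glutamate metabolism, starch and sucrose metabolism, oxidative phosphorylation and the ribosome. The KEGG sets for antibiotics and for secondary metabolites were left out, since their members could not be written from gene names. A further 17 lists covered parts of these pathways (glycogen, trehalose and hexose phosphate metabolism, nuclear and mitochondrial genes of the respiratory chain, the v-ATPase and the mitochondrial ribosome) and other responses (amino acid biosynthesis outside arginine, nitrogen catabolite repression, arginine catabolism, amino acid permeases of the SPS response, the iron and phosphate regulons, the general stress response, ribosome biogenesis, and a-specific and alpha-specific genes). Lists were scored with fgsea 1.28.0 with a weight of 1 and 10000 permutations of genes ranked by signed -log10 p, and adjusted over the 15 tests of the first group and the 51 tests of the second.

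The genes named were chosen by a rule, in which the deleted gene of a mutant was not ranked among its highest and lowest changes. They are *ARG1*, *ARG3* and *ARG4*, the deleted genes and their neighbours, and in each mutant the 3 highest and 3 lowest log2 fold changes among genes past the threshold without overlap between the 4 mutant and 4 wild-type libraries and with a mean TPM of at least 10 in the higher group. Members of lists of up to 10 genes and, in longer lists, the 2 members with the smallest p in each mutant were also named, and of all these the text gives those that bear on a result.

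The alternatives were a pseudocount of 0.1 or 5, no filter, a mean TPM of at least 10, median scaling, quantile normalization, a fit of each mutant with wild type alone (pairwise fit), array weights (whose estimation stopped before it converged), the empirical Bayes step without a trend, the replicate numbers as a block, each library left out in turn, ranking by the moderated statistic, camera with a preset correlation of 0.01, fry, the mean of a list per library, and lists taken from the annotation. After the data were seen, a term for replicates 1 and 2 against 3 and 4, the removal of a trend with gene length or with GC content by loess with a span of 0.5, camera with the correlation within each list estimated from the data, and 1000000 permutations were added. Counts of genes and list scores were also computed for all 35 groupings of the 8 libraries of each comparison into 4 and 4, and for 100 drawn groupings of the 16 libraries. List means were compared within replicates 1 and 2 and within replicates 3 and 4, and without wild-type replicate 3, as well, which was also chosen after the data were seen.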

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

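The tests of wild-type replicate 3 against gene length and GC content were set before their results were seen, and the tests of abundant genes, of mislabelling, of library scaling, of the effect of leaving this library out and of differences within replicates 1 and 2 and within replicates 3 and 4 were chosen after the result was seen.

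Of 112 groups of 4 libraries, taken from all 4 strains, 20 had a library far from the others, where chance gives 5.6. In 16 of these 20 that library was wild-type replicate 3, which can be found only in the wild-type groups. The gap between the outlying library and its nearest neighbour is given as a share of the range of its group and is above Dixon's critical value for 4 libraries at a level of 0.05. For replicate 3 it was 0.923 for the number of genes at 1 TPM or more, 0.983 for the percent of TPM in the 10 highest genes and 0.851 for *ARG1*. Over gene lists it was 0.909 for alanine, aspartate and glutamate metabolism, 0.929 for starch and sucrose metabolism, 0.847 for the ribosome, 0.835 for glycogen, 0.884 for trehalose and 0.857 for hexose phosphate metabolism. It was 0.90 for the v-ATPase, 0.84 for the mitochondrial ribosome, 0.942 for amino acid biosynthesis outside arginine, 0.863 for nitrogen catabolite repression, 0.883 for the amino acid permeases, 0.947 for the iron regulon and 0.884 for alpha-specific genes. Its *ARG1* value was 3.76 on the log2 scale, against 4.81 to 4.99 in the other 3 wild-type libraries.

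Some technical explanations for wild-type replicate 3 as a whole are argued against by the tables. Its highest correlation with another wild-type library, across genes, was 0.967 as deposited. It was 0.983 with the trend with gene length removed and 0.981 with the trend with GC content removed. The lowest correlation among the other 3 was then 0.996. These corrected values cover 5788 of the 6404 genes, so their distance from 0.967 also holds a change of genes. On those genes replicate 3 still stood apart. A mislabelled library of *atg18∆* or *vph1∆* is also excluded, since 2 of 2 deleted genes were above the highest value in their deletion strain, *ATG18* at 3.27 against 0.0106 and *VPH1* at 42.3 against 0.191. For *fab1∆*, where *FAB1* at 1.78 against 1.58 decides little, a mislabelled library is excluded by 34 genes that set *fab1∆* at least 1 log2 unit apart from the 11 other libraries, since replicate 3 was nearer to *fab1∆* than to the other wild-type libraries in 0 of them. A few abundant genes as the whole cause are argued against as well. Without the 10 highest genes of this library, and with every library rescaled to 1000000, it was outlying in 7 of 23 measures (*ARG1* and list means), where chance gives 1.15 and where it had been outlying in 14. For the iron regulon its distance below the median of the other 3 went from 1.20 to 0.955 on the log2 scale, where the other 3 span 0.0624, and for the mitochondrial ribosome from 0.454 to 0.12, so abundant genes stay open as a part of the cause. Low RNA quality, contamination and depth stay open, because no value in the tables measures them. The design gives no biological difference between replicates, so no biological explanation was tested.

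This library may account for the median log2 change above 0 in all 3 mutants, since without it the largest of the 3 medians was 0.0656. It could also account for *ARG1* passing the threshold in *fab1∆* and *vph1∆* and not in *atg18∆*. Without it the adjusted p of *ARG1* in *atg18∆* was 0.00131, in a range of 0.001 with array weights to 0.51 in the pairwise fit over all 21 alternatives.

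The other 4 outlying values were 0.849 for *ARG3* in *fab1∆* replicate 3, 0.851 for the ribosome list in *vph1∆* replicate 1, 0.832 for amino acid biosynthesis outside arginine in *fab1∆* replicate 3 and 0.935 for nitrogen catabolite repression in *fab1∆* replicate 3. These are fewer than chance gives, and no explanation was tested for them.

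Of 30 tests of lists outside the pathways that the paper reports for these mutants, 12 passed the threshold. With the correlation within each list estimated by camera, 1 of the 51 tests of the family passed, the nuclear genes of the respiratory chain in *vph1∆*, and 7 had an unadjusted p under 0.05. The phosphate regulon (15 genes) had an NES of -2.78 in *atg18∆* (adjusted p = 0.00459), -3.38 in *fab1∆* (adjusted p = 0.0129) and -3.70 in *vph1∆* (adjusted p = 0.0054). Its mean log2(TPM + 1) fell by 1.81 in *fab1∆*, where 4 of 4 libraries were below every wild-type library, and by 1.40 in *vph1∆*, where 0 of 4 were above the wild-type mean. Within replicates 1 and 2 and within replicates 3 and 4 it was at -2.41 and -1.21 in *fab1∆* and -1.74 and -1.06 in *vph1∆*. In *atg18∆* it changed by 0.018, at -0.32 and 0.36 within these divisions, and after median scaling by -0.24. The 0.36 rests on wild-type replicate 3, since against wild-type replicate 4 alone it was -0.086. Without wild-type replicate 3 the change over all replicates was -0.37 (two-sided exact permutation test, p = 0.343). The call in *atg18∆* was lost without wild-type replicate 1 (-1.67), wild-type replicate 2 (-1.36), *atg18∆* replicate 3 (-2.04) or *atg18∆* replicate 4 (-1.79). Scaling between libraries as the cause is argued against in *fab1∆* and *vph1∆*, since the score nearer 0 of median scaling and quantile normalization was -2.27 and -2.31. A biological difference between the strains stays open as a hypothesis, and so do differences in phosphate or density between cultures, which were not tested.

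The iron regulon had an NES of 1.903 in *vph1∆* (adjusted p = 0.00181), 0.70 in *atg18∆* (adjusted p = 0.885) and 0.53 in *fab1∆* (adjusted p = 0.985). In *vph1∆* its mean rose by 0.89 and was above the wild-type mean in 4 of 4 libraries, and by 0.61 after median scaling. The rise was 1.09 within replicates 1 and 2 and 0.69 within replicates 3 and 4, and there it was 0.11 against wild-type replicate 4 alone, so outside wild-type replicate 3 most of it lay in replicates 1 and 2. The score nearer 0 of the 2 scalings was 1.91, which argues against scaling. A biological effect of the deletion and a difference between cultures of the 2 divisions both stay open. Without wild-type replicate 3 the list no longer passed in *vph1∆*, at 1.49. For none of these lists was a difference between the mutants themselves tested.

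The general stress response had an NES of 2.89 in *atg18∆* (adjusted p = 0.0014), 2.00 in *fab1∆* (adjusted p = 0.0014) and 1.45 in *vph1∆* (adjusted p = 0.0949). Its mean rose by 0.77, 2.24 and 0.49, and the libraries above every wild-type library were 3, 4 and 4. In *atg18∆* the mean rose by 0.074 within replicates 1 and 2 and by 1.47 within replicates 3 and 4, so its rise lay in 1 of the 2 divisions. In *vph1∆* these values were 0.073 and 0.90, whereas in *fab1∆* it rose in both, by 1.93 and 2.55. Against wild-type replicate 4 alone, the values within replicates 3 and 4 were 1.075, 2.15 and 0.51 in *atg18∆*, *fab1∆* and *vph1∆*. Without wild-type replicate 3 the rises over all replicates were 0.52, 1.99 and 0.24. In *vph1∆* it passed without wild-type replicate 1 (1.68) and without *vph1∆* replicate 2 (1.67).

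Ribosome biogenesis had an NES of 2.27 in *atg18∆* (adjusted p = 0.0014), -2.59 in *fab1∆* (adjusted p = 0.0405) and 0.73 in *vph1∆* (adjusted p = 0.885). Its mean rose by 0.37 in *atg18∆*, with 4 of 4 libraries above the wild-type mean, at 0.058 within replicates 1 and 2 and 0.67 within replicates 3 and 4, and changed by 0.0064 in *fab1∆*, with 2 of 4 above it, by -0.21 and 0.23 within the 2 divisions, and by -0.28 in *fab1∆* after median scaling. The 0.23 rests on wild-type replicate 3, since against wild-type replicate 4 alone it was -0.41, and over all replicates but wild-type replicate 3 the list changed by -0.26 in *fab1∆*, with 4 of 4 libraries below every wild-type library left (two-sided exact permutation test, p = 0.0286). In *atg18∆* the call was lost without wild-type replicate 1 (1.41), wild-type replicate 3 (1.53), *atg18∆* replicate 3 (1.41) or *atg18∆* replicate 4 (1.57). Amino acid permeases of the SPS response had an NES of 2.15 in *atg18∆* (adjusted p = 0.00181), 0.88 in *fab1∆* (adjusted p = 0.772) and 1.54 in *vph1∆* (adjusted p = 0.0678), with a rise of 0.45 (0.11 and 0.78 within the divisions) and 4 of 4 libraries above the wild-type mean in *atg18∆*, where the call was lost without *atg18∆* replicate 1 (1.58). Nitrogen catabolite repression passed in *fab1∆* at 1.75 (adjusted p = 0.0014), with a rise of 0.82 (0.58 and 1.05 within the divisions) and 4 of 4 libraries above every wild-type library, and amino acid biosynthesis outside arginine passed in *vph1∆* at 1.61 (adjusted p = 0.0178), with a rise of 0.49 (0.16 and 0.82 within the divisions) and 4 of 4 libraries above every wild-type library, and not without wild-type replicate 4 or *vph1∆* replicate 1 (1.50 in both). Against wild-type replicate 4 alone, the differences within replicates 3 and 4 were 0.039 for ribosome biogenesis and 0.10 for the permeases in *atg18∆*, 0.64 for nitrogen catabolite repression in *fab1∆* and 0.16 for amino acid biosynthesis outside arginine in *vph1∆*. No technical explanation was tested for these lists beyond the alternatives and the divisions, and biological differences between the strains and differences between cultures stay open.

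Alpha-specific genes had an NES of 1.76 in *atg18∆* (adjusted p = 0.0129), 0.94 in *fab1∆* (adjusted p = 0.69) and -1.50 in *vph1∆* (adjusted p = 0.0949), and a-specific genes -1.47 (adjusted p = 0.113), 1.36 (adjusted p = 0.109) and -1.46 (adjusted p = 0.121). A different mating type in a mutant is excluded, since the largest change of the mean of either list was 0.41. The 3 alpha-specific genes rose by 0.27 in *atg18∆* (0.10 and 0.43 within the divisions, and -0.0083 against wild-type replicate 4 alone in the second), with 4 of 4 libraries above the wild-type mean, and by 0.011 after median scaling, and their call was lost without wild-type replicate 3 (1.04), *atg18∆* replicate 1 (1.44) or *atg18∆* replicate 2 (1.49).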

How the results depend on the processing

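The alternatives were chosen before the data were examined, except the term for replicates 1 and 2 against 3 and 4, the removal of length and GC trends, the 1000000 permutations and camera with an estimated correlation, which were chosen after seeing the data. For the changes of direction or of call reported here the cause was not tested, unless the construction of the alternative gives it. Read depth is unknown, which leaves the precision of weakly expressed genes to the spread between libraries.

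*ARG1* kept its direction in all 3 mutants, and its side of the threshold in *fab1∆* and *vph1∆*, under all 21 alternatives, and *ARG3* did so in *vph1∆*. The change of *ARG1* with each library left out ranged from 0.84 to 1.25 in *fab1∆* and from 2.31 to 2.73 in *vph1∆*. Arginine biosynthesis stayed on its side of the threshold in *fab1∆* under all 28 alternatives, and starch and sucrose metabolism in *fab1∆* kept its call under 26 of 28. It was lost with camera at an estimated correlation and with the mean per library, where its exact permutation p was 0.0286, the smallest possible, and did not pass after adjustment. Arginine biosynthesis kept its call under 25 of 28 alternatives in *atg18∆* and 26 of 28 in *vph1∆*. Each deleted gene gave p = 0.000549 by exact permutation on both scales.

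With a mean TPM of at least 10, which leaves fewer genes to test, 1, 912 and 165 genes were called in *atg18∆*, *fab1∆* and *vph1∆*, and 1 in all 3 the same way. The NES no longer passed at 1.15 in *fab1∆* for alanine, aspartate and glutamate metabolism and -4.03 in *atg18∆* for the ribosome, passed at -2.21 in *vph1∆* for the ribosome, and reversed to -0.68 in *atg18∆* for the mitochondrial ribosome. With no filter the NES reversed to 0.51 in *fab1∆* for oxidative phosphorylation and 0.66 in *fab1∆* for the nuclear respiratory chain genes. With a pseudocount of 5, 1 gene was called in all 3 mutants the same way and the NES no longer passed at -3.099 for the ribosome in *atg18∆*. No NES could be had for oxidative phosphorylation in *fab1∆* with a pseudocount of 5, without a variance trend, or without wild-type replicate 1 or 2.

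Median scaling, which removes the median shift of 0.25 to 0.27, gave 5 genes in *atg18∆* and 507 in *vph1∆*, and *ARG1* passed in *atg18∆* at 0.68. Log2 changes became negative, at -0.096 for *ARG2*, -0.024 for *GLG1*, -0.12 for *GLG2*, -0.12 for *SGA1*, -0.041 for *CAR2* and -0.072 for *ROG3* in *atg18∆*, -0.096 for *ARG2*, -0.23 for *ARG8* and -0.041 for *GLG2* in *fab1∆* and -0.041 for *GLG1*, -0.054 for *GSY1* and -0.057 for *GLC3* in *vph1∆*. The list tests newly passed were -1.66 for oxidative phosphorylation in *fab1∆*, an enrichment score of -0.68 for the ribosome in *fab1∆* and an NES of -2.68 for it in *vph1∆*. The NES reversed to -0.83 in *atg18∆*, -0.88 in *fab1∆* and -0.66 in *vph1∆* for the v-ATPase, -2.17 in *atg18∆* for the mitochondrial ribosome and -0.69 in *vph1∆* for ribosome biogenesis.

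Quantile normalization gave 7, 2496 and 553 genes. *ARG1* passed in *atg18∆* at 0.69, and in *fab1∆* *ARG3* passed at -0.43 and *ARG8* at -0.29 (adjusted p = 0.0423). Log2 changes reversed to -0.11 for *ARG2*, -0.11 for *GLG2*, -0.0090 for *SGA1* and -0.045 for *ROG3* in *atg18∆*, -0.14 for *ARG2*, -0.050 for *ARG5,6*, -0.29 for *ARG8* and -0.064 for *GLG2* in *fab1∆* and -0.0024 for *ARG2*, -0.044 for *GLG1*, -0.022 for *GLG2*, -0.030 for *GSY1* and -0.071 for *GLC3* in *vph1∆*. The ribosome no longer passed in *atg18∆* at -1.12, passed in *fab1∆* with an enrichment score of -0.38 and reversed in *vph1∆* to 0.81. The NES also reversed to -0.84 in *fab1∆* for the v-ATPase, -2.20 in *atg18∆* for the mitochondrial ribosome, -0.77 in *vph1∆* for nitrogen catabolite repression and -0.39 in *fab1∆* for the iron regulon.

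The pairwise fit, which uses 8 libraries in place of 16, called 1, 531 and 20 genes and 0 in all 3 mutants, where 88, 1472 and 598 genes had an unadjusted p under 0.05. The NES no longer passed at 1.31 in *fab1∆* for alanine, aspartate and glutamate metabolism and reversed to 0.72 in *vph1∆* for the mitochondrial respiratory chain genes and -0.84 in *atg18∆* for the mitochondrial ribosome.

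The estimation of array weights stopped before it converged, so results with them are approximate. They called 12, 3209 and 1541 genes and 10 in all 3 mutants, and *ARG1* passed in *atg18∆* at 0.67. Log2 changes reversed to -0.035 for *GLG2*, -0.023 for *SGA1*, -0.34 for *CAR2* and -0.13 for *ROG3* in *atg18∆*, -0.15 for *ARG8* in *fab1∆* and -0.26 for *GSY1* and -0.13 for *GLC3* in *vph1∆*. The NES no longer passed at 1.39 in *atg18∆* and 1.07 in *vph1∆* for starch and sucrose metabolism, and passed at -2.98 in *vph1∆* for the ribosome. It reversed to -0.89 in *atg18∆* for trehalose metabolism, -1.02 in *vph1∆* for hexose phosphate metabolism, 1.14 in *atg18∆*, 0.71 in *fab1∆* and 1.01 in *vph1∆* for the mitochondrial respiratory chain genes, 0.74 in *vph1∆* for the mitochondrial ribosome, -1.08 in *atg18∆* for nitrogen catabolite repression, -1.38 in *atg18∆* for arginine catabolism and -1.06 in *fab1∆* for the iron regulon.

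With the replicate numbers as a block, 3, 1456 and 302 genes were called. The NES no longer passed at 1.30 in *fab1∆* for alanine, aspartate and glutamate metabolism and reversed to 0.80 in *vph1∆* for the mitochondrial respiratory chain genes. With the term for replicates 1 and 2 against 3 and 4 these were 1.30 and 0.69, and 3, 1560 and 355 genes were called. With the length trend removed the NES no longer passed at -0.85 in *atg18∆* for oxidative phosphorylation and 1.00 in *fab1∆* for the mitochondrial ribosome. With the GC trend removed *ARG3* in *fab1∆* reversed to 0.072, and the NES reversed to 1.51 in *atg18∆* and 1.24 in *vph1∆* for the mitochondrial respiratory chain genes and -0.88 in *fab1∆* for the iron regulon.

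With the genes of each list taken from the annotation, the NES no longer passed at 1.20 in *atg18∆*, 1.11 in *fab1∆* and 1.46 in *vph1∆* for alanine, aspartate and glutamate metabolism and -2.05 in *atg18∆* for the ribosome, and reversed to 1.06 in *fab1∆* for oxidative phosphorylation. Ranked by the moderated statistic, the NES passed at -2.31 in *vph1∆* for the ribosome and reversed to -0.99 in *fab1∆* for the iron regulon. With 1000000 permutations it passed at -2.27 in *vph1∆* for the ribosome.

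With camera at the preset correlation some lists passed as lower relative to the other genes. The adjusted p was 1.38e-04 in *fab1∆* for oxidative phosphorylation and 1.2e-30 in *fab1∆* and 9.3e-16 in *vph1∆* for the ribosome. The direction reversed to lower with an adjusted p of 0.838 in *fab1∆* for the v-ATPase, 0.0095 in *atg18∆* for the mitochondrial ribosome, 0.833 in *vph1∆* for nitrogen catabolite repression, 0.36 in *fab1∆* for the iron regulon and 0.967 in *fab1∆* for alpha-specific genes. Over the alternatives of each of these results the adjusted p ran from 0.000138 to 1 in *fab1∆* for oxidative phosphorylation, 1.2e-30 to 0.231 in *fab1∆* and 9.3e-16 to 0.87 in *vph1∆* for the ribosome, 0.156 to 0.977 in *fab1∆* for the v-ATPase, 0.00102 to 0.999 in *atg18∆* for the mitochondrial ribosome, 0.0812 to 0.977 in *vph1∆* for nitrogen catabolite repression, 0.139 to 1 in *fab1∆* for the iron regulon and 0.0972 to 0.977 in *fab1∆* for alpha-specific genes.

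With camera and the correlation within each list estimated from the data, the adjusted p was above the threshold at 0.4 in *atg18∆* and 0.131 in *vph1∆* for arginine biosynthesis, 0.57 in *atg18∆*, 0.61 in *fab1∆* and 0.57 in *vph1∆* for alanine, aspartate and glutamate metabolism, 0.57 in *atg18∆*, 0.4 in *fab1∆* and 0.636 in *vph1∆* for starch and sucrose metabolism and 0.159 in *atg18∆* for oxidative phosphorylation. The ribosome passed as lower relative to the other genes, at 0.0118 in *fab1∆* and 0.0344 in *vph1∆*. The direction reversed for the same 5 lists as with the preset correlation, with an adjusted p of 0.977 in *fab1∆* for the v-ATPase, 0.769 in *atg18∆* for the mitochondrial ribosome, 0.977 in *vph1∆* for nitrogen catabolite repression, 0.977 in *fab1∆* for the iron regulon and 0.977 in *fab1∆* for alpha-specific genes. Over the alternatives the adjusted p ran from 1.38e-08 to 0.4 in *fab1∆* for starch and sucrose metabolism and 3.05e-09 to 0.131 in *vph1∆* for arginine biosynthesis. Of the 51 tests of the other lists 1 passed, where 7 had an unadjusted p under 0.05 and 26 passed with the preset correlation.

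With fry the adjusted p was above the threshold at 0.079 in *atg18∆* for arginine biosynthesis, 0.105 in *atg18∆*, 0.056 in *fab1∆* and 0.0769 in *vph1∆* for alanine, aspartate and glutamate metabolism, 0.105 in *atg18∆* and 0.104 in *vph1∆* for starch and sucrose metabolism and 0.306 in *vph1∆* for oxidative phosphorylation. The direction, which fry takes without reference to other genes, reversed to higher with an adjusted p of 0.507 in *atg18∆* and 0.306 in *fab1∆* for oxidative phosphorylation, 0.501 in *atg18∆* and 0.557 in *vph1∆* for the ribosome, 0.699 in *fab1∆* for the nuclear respiratory chain genes, 0.842 in *atg18∆* and 0.786 in *vph1∆* for the mitochondrial respiratory chain genes, 0.156 in *vph1∆* for the mitochondrial ribosome, 0.842 in *atg18∆* for the phosphate regulon, 0.974 in *fab1∆* for ribosome biogenesis and 0.546 in *atg18∆* and 0.809 in *vph1∆* for the a-specific genes. The remaining ranges of adjusted p over the alternatives were 0.000102 to 0.4 in *atg18∆* for arginine biosynthesis, 0.000179 to 0.57 in *atg18∆*, 0.00109 to 0.61 in *fab1∆* and 0.000337 to 0.57 in *vph1∆* for alanine, aspartate and glutamate metabolism, 4.38e-05 to 0.57 in *atg18∆* and 0.000952 to 0.636 in *vph1∆* for starch and sucrose metabolism, 3.05e-09 to 0.821 in *atg18∆* and 2e-25 to 0.824 in *vph1∆* for oxidative phosphorylation, 3.92e-17 to 0.886 in *atg18∆* for the ribosome, 9.86e-06 to 0.984 in *fab1∆* for the nuclear respiratory chain genes, 0.00406 to 0.887 in *atg18∆* and 0.111 to 0.94 in *vph1∆* for the mitochondrial respiratory chain genes, 0.00328 to 0.99 in *vph1∆* for the mitochondrial ribosome, 0.00031 to 1 in *atg18∆* for the phosphate regulon, 3.71e-05 to 1 in *fab1∆* for ribosome biogenesis and 0.0138 to 0.693 in *atg18∆* and 0.00996 to 0.874 in *vph1∆* for the a-specific genes. Of the 51 tests of the other lists 11 passed with fry, where 21 passed before.

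With the mean of each list per library, 4 libraries against 4 reach an exact p of 0.0286 at best, and no call was left after adjustment over 15 tests, where 5 had an unadjusted p under 0.05. The log2 differences no longer past the threshold were 0.51 in *atg18∆* and 1.15 in *vph1∆* for arginine biosynthesis, 0.42 in *atg18∆*, 0.60 in *fab1∆* and 0.56 in *vph1∆* for alanine, aspartate and glutamate metabolism, 0.38 in *atg18∆*, 0.87 in *fab1∆* and 0.39 in *vph1∆* for starch and sucrose metabolism and -0.058 in *vph1∆* for oxidative phosphorylation. Those that reversed were 0.094 in *atg18∆* and 0.11 in *fab1∆* for oxidative phosphorylation, 0.041 in *atg18∆* and 0.037 in *vph1∆* for the ribosome, 0.016 in *atg18∆* and 0.053 in *fab1∆* for the nuclear respiratory chain genes, 0.088 in *atg18∆* and 0.12 in *vph1∆* for the mitochondrial respiratory chain genes, 0.16 in *vph1∆* for the mitochondrial ribosome, 0.018 in *atg18∆* for the phosphate regulon, 0.0064 in *fab1∆* for ribosome biogenesis and 0.061 in *atg18∆* and 0.025 in *vph1∆* for the a-specific genes. Of the 51 tests of the other lists 0 passed in this way, where 15 had an unadjusted p under 0.05.

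With each of the 8 libraries of a comparison left out in turn, from 3 to 6 genes were called in *atg18∆*, from 1072 to 2716 in *fab1∆* and from 114 to 943 in *vph1∆*, the highest counts being without wild-type replicate 3. The lowest were 1072 without *fab1∆* replicate 2 and 114 without *vph1∆* replicate 2. From 0 to 5 were called in all 3 mutants the same way, 5 without wild-type replicate 3 and 0 without *vph1∆* replicate 1 or 2. Without *vph1∆* replicate 1, 346, 2251 and 1424 genes had an unadjusted p under 0.05 in the 3 mutants, and without replicate 2, 328, 2228 and 904. *ARG1* in *atg18∆* ranged from 0.66 to 1.07 and passed without wild-type replicate 3, and *ARG3* in *fab1∆* from -0.22 to 0.053, the latter without wild-type replicate 4. Without wild-type replicate 3 the lower end of the range was reached, with its sign reversed, from -0.0097 to 0.26 for *ARG2*, -0.058 to 0.22 for *GLG2*, -0.18 to 0.40 for *CAR2* and -0.11 to 0.30 for *ROG3* in *atg18∆*, from -0.19 to 0.19 for *ARG8* in *fab1∆*, whose sign also reversed to -0.0056 without *fab1∆* replicate 3, and from -0.030 to 0.39 for *GSY1* and -0.054 to 0.34 for *GLC3* in *vph1∆*.

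The NES of alanine, aspartate and glutamate metabolism in *fab1∆* ranged from 1.29 to 1.45 and no longer passed without wild-type replicate 1 or 2 or *fab1∆* replicate 3 or 4. That of starch and sucrose metabolism ranged from 1.48 without wild-type replicate 4, where it did not pass, to 2.51 in *atg18∆*, and from 1.25 without wild-type replicate 3 to 1.84 in *vph1∆*, where it did not pass without wild-type replicate 3 (1.25), wild-type replicate 4 (1.32) or *vph1∆* replicate 3 (1.42). The ribosome ranged from -5.06 to -2.46 in *atg18∆*, where it did not pass without wild-type replicate 1, 2 or 4 or *atg18∆* replicate 1, and from -3.56 to -1.70 in *vph1∆*, where it passed without *vph1∆* replicate 2 and without wild-type replicate 3. Reversals lay in the ranges from -1.47 to 1.02 in *atg18∆* and -1.40 to 0.92 in *vph1∆* for the mitochondrial respiratory chain genes (without wild-type replicate 3 in both, and without *vph1∆* replicate 1), from -1.08 to 1.30 in *atg18∆* and -1.27 to 0.90 in *vph1∆* for the mitochondrial ribosome (without wild-type or *atg18∆* replicate 4 in *atg18∆*, and without wild-type replicate 1 or 3 or *vph1∆* replicate 2 or 3 in *vph1∆*), from -0.96 to 1.18 for arginine catabolism in *atg18∆* (without wild-type replicate 3 or 4 or *atg18∆* replicate 1) and from -0.95 to 0.72 for the iron regulon in *fab1∆* (without wild-type replicate 3).

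Among the single genes and smaller lists, calls also changed without a change of direction, some of which are named above. With median scaling 10 were weaker and 11 stronger, with quantile normalization 7 and 13, with array weights 7 and 10, with the pairwise fit 22 and 5, with the length trend removed 5 and 8, and without wild-type replicate 3 6 and 6.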

Differences from the paper's values

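The paper's values were read by eye from Fig. 6a, where they belong to KEGG sets, and the values here belong to lists written by hand. Where no setting is named, none of the alternatives set before the data were examined closed the gap.

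The NES of starch and sucrose metabolism in *fab1∆* was 1.57, against the paper's about 2.5 in Fig. 6a. With median scaling it was 2.32 and with quantile normalization 2.56, which closed the gap, and no other alternative set before the data were examined did. For arginine biosynthesis in *fab1∆* the NES was 1.14, against the paper's about 1.6 in Fig. 6a, and median scaling, at 1.40, and the fit without wild-type replicate 3, at 1.36, closed it. For alanine, aspartate and glutamate metabolism in *fab1∆* it was 1.35, against the paper's about 2.2 in Fig. 6a. For oxidative phosphorylation in *fab1∆* it was -0.98, against the paper's about -1.6 in Fig. 6a, where median scaling gave -1.66 and the removal of the length trend, which was chosen after seeing the values, gave -1.57. For the ribosome in *fab1∆* the paper's value is about -3.1 in Fig. 6a, and with all libraries and no added scaling no permutation was negative, so there was no NES and no error to judge a gap by. Among the alternatives an NES existed with median scaling (-2.96, the nearest to the paper's), quantile normalization (-1.57), array weights (-4.22) and without wild-type replicate 3 (-3.97).

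The permutation p values of the enrichment also differed. For starch and sucrose metabolism in *atg18∆* the permutation p was 0.000104, the smallest its permutations can give, against the paper's about 2.0e-04 in Fig. 6a. A pseudocount of 5, the fit without a variance trend, median scaling, quantile normalization and the fit without *atg18∆* replicate 2 closed this, and so did the removal of the length trend, chosen after seeing the values. In *vph1∆* the permutation p was 0.00535, against the paper's about 1.2e-02 in Fig. 6a, closed by the fit without a variance trend, the replicate block and camera, and by the term for replicates 1 and 2 against 3 and 4, chosen after seeing the values.

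For arginine biosynthesis the permutation p was 0.000121 in *atg18∆*, the smallest its permutations can give, against the paper's about 2.6e-03 in Fig. 6a. It was 0.288 in *fab1∆* by permutation, against the paper's about 3.8e-02, and 0.000232 in *vph1∆* by permutation, against the paper's about 1.7e-03.

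For alanine, aspartate and glutamate metabolism the permutation p was 0.000106 in *atg18∆*, the smallest its permutations can give, against the paper's about 4.0e-04 in Fig. 6a, closed by a mean TPM of at least 10, quantile normalization, the fit without *atg18∆* replicate 3 and camera. It was 0.0318 in *fab1∆* by permutation, against the paper's about 2.2e-04, and 0.000731 in *vph1∆* by permutation, against the paper's about 2.7e-03, closed by the fit without wild-type replicate 4.

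For oxidative phosphorylation the permutation p was 0.00535 in *atg18∆*, the smallest that its 186 negative permutations can give, against the paper's about 2.0e-04 in Fig. 6a, closed by median scaling. It was 1 in *fab1∆* by permutation, where 1 permutation was negative, against the paper's about 7.9e-03, and 0.00735 in *vph1∆* by permutation, again the smallest possible, against the paper's about 1.8e-04. For the ribosome the permutation p was 0.027 in *atg18∆*, the smallest that its 36 negative permutations can give, against the paper's about 2.0e-04 in Fig. 6a, closed by median scaling and by 1000000 permutations, which were chosen after seeing the values. It was 0.0769 in *vph1∆* by permutation, the smallest that 12 negative permutations can give, against the paper's about 1.8e-04.

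On the natural log scale, the changes of *ARG1* did not differ from those in Fig. 6b, at 0.651 in *atg18∆*, 0.779 in *fab1∆* and 1.80 in *vph1∆*.

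The paper states that Arg1 is among the most significantly raised genes in each of the mutants. Here its adjusted p in *atg18∆* was 0.181, and it passed the threshold with median scaling, quantile normalization, array weights and without wild-type replicate 3. By p it ranked 7 in *atg18∆*, 325 in *fab1∆* and 3 in *vph1∆*. The paper states that *ARG3* contributes strongly to each of the nitrogen classes, whereas its log2 change here was -0.093 in *fab1∆*, and no alternative called it higher there.

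The paper reports each of its pathways as shared by all mutants. Here, with limma and all 4 wild-type libraries, 2 of the 5 lists passed in all 3, and 4 with median scaling. This count could not have included the ribosome or oxidative phosphorylation with 10000 permutations, since in *fab1∆* 0 permutations were negative for the ribosome and 1 for oxidative phosphorylation, and in *vph1∆* the 12 negative permutations of the ribosome give p = 0.0769 by permutation at the smallest. Arginine biosynthesis in *fab1∆* passed under none of the 28 alternatives. Oxidative phosphorylation in *fab1∆* passed with median scaling and camera. The ribosome in *fab1∆* passed with median scaling, quantile normalization and camera, and with camera at an estimated correlation, which was chosen after seeing the values, and in *vph1∆* with a mean TPM of at least 10, median scaling, array weights, ranking by the moderated statistic, camera, and without wild-type replicate 3 or *vph1∆* replicate 2, and with 1000000 permutations and camera at an estimated correlation, which were chosen after seeing the values. The paper states that glycogen genes largely drove the starch and sucrose class, and here the glycogen list did not pass in *vph1∆* (NES 1.17, adjusted p = 0.367).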

Other observations

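The groupings of libraries, the tests of GC content on the lists and the comparison of arginine with other amino acid biosynthesis over all libraries of a strain were set before their results were seen, and the other tests were chosen after the result was seen.

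All 35 groupings of the 8 libraries of each comparison into 4 and 4 were fitted. In *atg18∆*, 2 of the 35 groupings gave as many genes past the threshold, the real one among them, so its count is not beyond what groupings give. The other parted replicates 1 and 2 of both strains from replicates 3 and 4, and gave 7 genes. With that division as a term in the model, chosen after the data were seen, 3 genes were called in *atg18∆*, and with the replicate numbers as a block 3. In *fab1∆* 1 of 35 and in *vph1∆* 1 of 35 groupings gave as many genes, the real one. Of 100 drawn groupings of the 16 libraries, 1, the real one, gave as many genes changed the same way in all 3 mutants.

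For the lists, the number of the 35 groupings with an enrichment score as far from 0, the real one included, was 1 for arginine biosynthesis in *atg18∆*, 2 in *fab1∆* and 4 in *vph1∆*. It was 1, 1 and 1 for alanine, aspartate and glutamate metabolism, 5, 1 and 6 for starch and sucrose metabolism, 8, 26 and 1 for oxidative phosphorylation and 16, 1 and 16 for the ribosome. Scores reached by 2 or more of the 35 groupings are not beyond what groupings of these libraries give. The other groupings hold mutant libraries in both groups, so such a count does not argue against an effect of the deletion. For arginine biosynthesis in *vph1∆*, with 4 groupings, the list mean rose by 1.15 and every *vph1∆* library was above every wild-type library.

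The mutants share their wild-type libraries, which alone makes their fold changes correlate. The correlation across genes was 0.291 between *atg18∆* and *fab1∆*, 0.543 between *atg18∆* and *vph1∆* and 0.462 between *fab1∆* and *vph1∆*. In 100 simulations without any effect the median was 0.519, 0.521 and 0.500, and 73, 49 and 55 of the simulations were as large. Of all genes 78.9% changed with the same sign in all 3 mutants, against a simulated median of 49.9%, and 18 of 100 simulations were as large. Without wild-type replicate 3 the share was 43.1%, against 53.0%.

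Libraries carried trends across genes with GC content and with gene length. The Spearman correlation of a library's deviation with GC content was 0.571, 0.329, -0.429 and -0.561 in wild-type replicates 1 to 4 and 0.439, 0.211, -0.423 and -0.461 in *atg18∆*. It was 0.131 to 0.344 in *fab1∆* and -0.272 to 0.21 in *vph1∆*. With gene length it was -0.493, -0.384, -0.455 and 0.533 in wild type, -0.277, -0.227, 0.542 and 0.416 in *atg18∆*, and -0.475 to -0.342 in *fab1∆*, and -0.41, 0.201, 0.398 and -0.0127 in *vph1∆*. Residuals of the same-numbered libraries of 2 strains correlated across genes with a median of 0.182 over 24 pairs, from -0.125 to 0.444, and 16 pairs were above 0.1. The labels do not say whether replicate numbers follow the culture days.

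The lower rank of oxidative phosphorylation in *atg18∆* may come from the trend with gene length, since its NES was -0.85 with that trend removed. Removing the trend would also remove a real change of short genes, so a biological effect stays open. The GC trend and wild-type replicate 3 are argued against as the whole cause, at -2.23 and -2.35. In *vph1∆* the NES was -2.28 with the length trend removed, -3.53 with the GC trend removed and -2.93 without wild-type replicate 3, which argues against each as the whole cause. For the ribosome in *atg18∆* the values were -1.53, -2.68 and -2.46, and each still passed the threshold. A biological effect on these lists stays a hypothesis, and depth and RNA quality stay open.

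Whether the arginine genes rose beyond other amino acid biosynthesis genes was tested as the difference between the means of the 2 lists. In *vph1∆* the arginine list rose further by 0.66 on the log2 scale (two-sided exact permutation p = 0.0286, adjusted p = 0.0858), and 4 of 4 libraries were above every wild-type library, which argues against a general rise as the whole cause there. In *atg18∆* the difference was 0.16 (exact permutation p = 0.229). It was 0.12 within replicates 1 and 2 and 0.20 within replicates 3 and 4, and in each division both *atg18∆* libraries were above both wild-type libraries. With groupings drawn only within these divisions the exact permutation p was 0.0556, the smallest that they allow, which does not pass, and the labels do not state the divisions. In *fab1∆* the difference was -0.024, 0.077 and -0.13 within the divisions, where 0 of 4 libraries were above every wild-type library and the exact permutation test did not pass. In these 2 mutants the tests made here do not tell a rise of arginine genes from a general rise. In *fab1∆* the difference is within the spread of the 4 libraries. In *atg18∆* the arginine list rose further in both divisions. Neither test passed there and the second could not have, so the question stays open.

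*FAB1* RNA was present in the *fab1∆* libraries, with a highest TPM of 1.58, below the lowest value of 1.78 in the other 12 libraries. The mean was 51.2% of that in the other 12, whereas *ATG18* and *VPH1* were near 0 in their deletion strains, at 0.00266 and 0.0517. All 4 *fab1∆* libraries were below the 12 others in 29 of 6404 genes, and 3 of these, with *FAB1*, fell at least as far. A deleted gene and an intact *FAB1* gene under the *fab1∆* label cannot be told apart by this 1 gene, which is low in all libraries and lay neither near 0 nor at the level of the others. Part of the gene left in place by the deletion, or reads from elsewhere, were not tested.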
